# Specific GPCRs elicit unique extracellular vesicle miRNA array signatures

**DOI:** 10.7554/eLife.107865

**Published:** 2026-03-20

**Authors:** Xiao Shi, Michelle C Palumbo, Sheila Benware, Jack Wiedrick, Sheila Markwardt, Aaron J Janowsky

**Keywords:** G protein-coupled receptor, miRNA, extracellular vesicle, receptor signaling, U2OS, Human

## Abstract

All cells secrete extracellular vesicles (EVs) containing nucleic acid cargo, including microRNAs (miRNAs), that regulate the function of receiving cells. G protein-coupled receptors (GPCRs) affect intracellular function via multiple signaling cascades. However, the mechanisms of GPCR intercellular signaling through EV miRNA activity remain unknown. Human U2 osteosarcoma cells expressing native GPCRs were used to selectively stimulate distinct G protein signaling cascades (Gα_i_, Gα_q_, Gα_12/13_, and β-arrestin) by members of specific receptor subclasses, including the adenosine receptor A1 (ADORA1), the histamine receptor H1 (HRH1), the frizzled class receptor 4 (FZD4), and the atypical chemokine receptor 3 (ACKR3), respectively. We hypothesized that stimulation of specific classes of GPCRs would cause the release of EVs containing miRNAs with receptor-specific up- or downregulated expression, affecting unique pathological downstream signaling cascades. Receptor-specific agonists dose-dependently increased respective signaling cascade intermediates. We found no change in the quantity of EVs (~200 nm diameter), but there were distinct EV miRNA signatures following stimulation of GPCRs. Network analyses of differentially expressed miRNA and their predicted targets validated the linkage between specific receptors and cell function and pathological states. The data can be used to reverse engineer mechanisms involving EV miRNAs for various physiological and pathological processes. GPCRs are major pharmacological targets, so understanding the mechanisms that stimulate or inhibit GPCR-mediated changes in extracellular miRNA signatures could improve long- and short-term therapeutic and unwanted drug effects.

## Introduction

G protein-coupled receptors (GPCRs) comprise a protein superfamily with five major branches: glutamate, rhodopsin, adhesion, frizzled/taste 2, and secretin (Stevens et al., 2013). These transmembrane proteins transduce neurotransmitter signals from outside the cell to affect internal cellular function (Stevens et al., 2013). Translation of extracellular signals to intracellular biochemical cascades is a multistep process involving specific receptor-ligand interactions, conformational changes allowing interactions with regulatory G proteins, such as Gα_i_, Gα_q_, Gα_12/13_, and β-arrestin, and activation of specific effector systems (Asher et al., 2022; Heydenreich et al., 2023). GPCR function or malfunction is implicated in numerous human diseases, and approximately 700 medications are designed to target GPCRs and related proteins (Sriram and Insel, 2018) and to alter cellular activity. In addition to the canonical intracellular protein cascades, GPCR signaling is both a precursor and effector of extracellular mechanisms of communication (Bebelman et al., 2020).

Cells interact through the secretion and uptake of extracellular vesicles (EVs) (Rothman, 1996). EVs are a heterogeneous population of membrane vesicles that are classified into exosomes, microvesicles, and apoptotic bodies based on their biogenesis, release pathways, size, content, and function (Doyle and Wang, 2019; Palmisano et al., 2012). EVs transport a range of molecules such as nucleic acids, including microRNAs (miRNA), lipids, and proteins associated with the cell lipid membrane such as GPCRs (Kahn et al., 2017; Mack et al., 2000). GPCRs and EVs have interacting functions since EV biogenesis and release can be regulated by GPCR stimulation, and EVs can contribute to GPCR signaling (Kriebel et al., 2018; Verweij et al., 2018). In fact, a number of GPCRs alter EV release and/or EV cargo (Bhattacharya et al., 2023; Conrad et al., 2020; Lee et al., 2023). However, the effects of stimulating specific GPCR subclasses, in head-to-head comparisons, on EV content and subsequent alteration of receiving cell function remain to be elucidated (Tetta et al., 2013).

miRNAs are small non-coding RNAs (Tabara et al., 2002) and play crucial roles in plant and animal physiology, including development (Zhang et al., 2015). They are implicated in symptoms of pathology at the intersection of substance use and HIV (Odegaard et al., 2020), Alzheimer’s disease (Sandau et al., 2022), and diabetes (Chao et al., 2023). miRNAs function by translationally repressing target mRNA transcripts. The human genome includes approximately 2600 miRNAs, and individual miRNAs can regulate tens to hundreds of gene targets (Plotnikova et al., 2019). Therefore, miRNAs are one of the largest classes of regulatory RNAs that affect complex genetic networks. However, whether GPCRs are post-transcriptionally affected by miRNAs is controversial (Ofer and Linial, 2022; Orr-Burks et al., 2021).

Many drugs that stimulate GPCRs affect EV miRNA disposition. For example, ethanol potentiates GABA-A receptor function and alters EV miRNA expression (Bourgeois et al., 2023). Methamphetamine use alters groups of human plasma EV miRNAs (Sandau et al., 2020). Bombesin receptor subtype 3 stimulation results in its own incorporation into EVs and alteration of RhoA function in receiving cells (Wang et al., 2022b). GPCRs affect EV secretion and miRNA expression pertaining to platelet aggregation, function, and activation (Ambrose et al., 2018; Jin et al., 2022). Additionally, stimulation of CXCR7, a chemokine receptor, results in expression changes of specific miRNAs related to colorectal cancer metastasis. However, it is unknown if stimulation of specific GPCR subclasses affects EV miRNA content to alter downstream cellular communication, as well as signal cascades involved in physiology and disease. Using U2OS cells, we examined the effects of stimulating the adenosine receptor A1 (ADORA1), the histamine receptor H1 (HRH1), and atypical chemokine receptor 3 (ACKR3), members of the rhodopsin-like GPCR family, as well as the frizzled class receptor 4 (FZD4). These receptors are Gα_i_-, Gα_q_-, β-arrestin-, and Gα_12/13_-coupled, respectively. Stimulation resulted in the release of EVs with unique miRNA signatures. Network analyses of EV miRNA target transcripts showed both up- and downregulation of protein cascades involved in physiological and pathological states of cell function. This work demonstrates the large-scale genetic influence of miRNA arrays as a product of GPCR stimulation and can be used to characterize downstream pharmacological effects of receptor-drug interactions.

## Results

### GPCR expression in U2OS cells

To characterize the effect of GPCR stimulation on EV miRNA content, we examined GPCR expression in different cell lines from The Human Protein Atlas (Karlsson et al., 2021). We determined that the human osteosarcoma cell line, U2OS, likely expressed receptors from multiple branches of the GPCR family tree (https://www.proteinatlas.org/search/U2OS+cells), including rhodopsin, adhesion, and frizzle/taste receptors, each associated with differing G-protein cascade activation (Supplementary file 1). Numerous other cell lines, including U-251MG, A-431, and SH-SY5Y, were considered but not used because they did not highly express a significant spread of receptor subtypes (Supplementary file 1). Additionally, we avoided the use of transfected or overexpressing cells because the transfection and selection protocols could have their own effects on EV synthesis, expression, and cargo selection (Im et al., 2019; Németh et al., 2017; Nordin, 2022). The protein expression data of U2OS cells provided by the Human Protein Atlas database indicated that ADORA1, HRH1, ACKR3, and FZD4 were expressed at levels sufficient to demonstrate second messenger system activity, i.e., function.

The expression of these receptors in U2OS cells was further validated through various functional assays. 2-Chloro-*N*^6^-cyclopentyladenosine (CCPA), an ADORA1 selective agonist, dose-dependently inhibited forskolin-induced cAMP levels (Figure 1A). The inhibition of cAMP by CCPA was reduced by antagonist 8-cyclopentyl-1,3-dipropylxanthine (DPCPX), suggesting that the decreased cAMP level resulted from ADORA1 activation. The activation of HRH1 was assessed by measuring inositol monophosphate (IP1) accumulation following 2-pyridylethylamine dihydrochloride (PEA) stimulation, and the effect was abolished by the HRH1 antagonist cetirizine (Figure 1B). To evaluate the function of FZD4, we measured the activity of alkaline phosphatase (ALP), the downstream gene product of the Wnt/β-catenin signaling cascade. Norrin, another FZD4 agonist, has high affinity (Xu et al., 2004). However, Norrin is difficult to purify from mammalian sources (Perez-Vilar and Hill, 1997). We found the commercially available Norrin (R&D Systems) did not stimulate FZD4 (data not shown). Although Wnt family member 3A (Wnt3A) can bind to several members of the frizzled receptor family, it has much higher affinity binding at FZD4 than FZD8 (Kozielewicz et al., 2021), and both are expressed in U2OS cells. Therefore, we used Wnt3A as the FZD4 ligand. Wnt3A significantly increased ALP activity compared to the vehicle control (Figure 1C). The endogenous chemokine ligand stromal-derived factor-1α (SDF-1α) induced ERK1/2 phosphorylation through chemokine receptor, ACKR3 (Figure 1D). Phospho-ERK1/2 levels were normalized to total ERK1/2 as shown on the immunoblot (Figure 1—figure supplement 1). Thus, we selected a dose of 10 μM of CCPA, 200 μM of PEA, 100 ng/ml of Wnt3A and SDF-1α to selectively stimulate ADORA1, HRH1, FZD4, and ACKR3, respectively.

**Figure 1.**
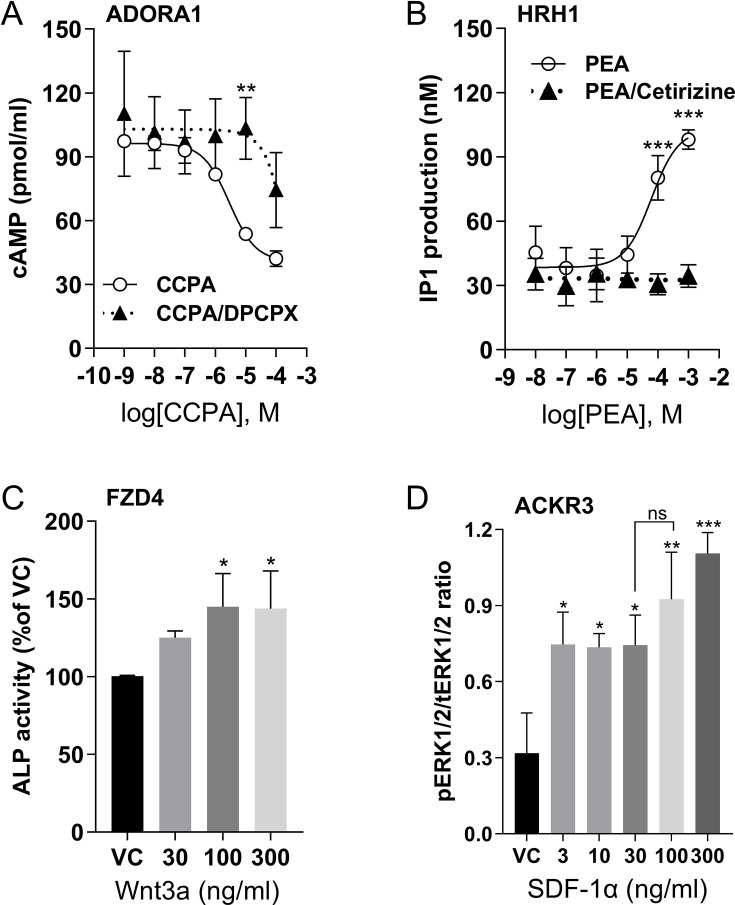
G protein-coupled receptor (GPCR) activation in U2OS cells by selective agonists. (**A**) Dose-dependent cAMP accumulation after ADORA1 activation with agonist, 2-chloro-*N*^6^-cyclopentyladenosine (CCPA), or inhibition with antagonist 8-cyclopentyl-1,3-dipropylxanthine (DPCPX) (5 μM). (**B**) Dose-dependent IP1 accumulation after 2-pyridylethylamine dihydrochloride (PEA) stimulation of histamine receptor H1 (HRH1) and inhibition by cetirizine (1 μM). (**C**) Alkaline phosphatase (ALP) activity after stimulation of frizzled class receptor 4 (FZD4) by Wnt3a. (**D**) The ratio of phosphorylated ERK1/2 (pERK1/2) by total ERK 1/2 (tERK1/2) after stimulation of ACKR3 by SDF-1α. For all graphs, data are shown as mean ± SD, with n=3 independent repeats, each having duplicate determinants, ns = not significant, *p<0.05, **p<0.01, ***p<0.001 vs. vehicle control (VC). Statistical significances were determined by one-way or two-way ANOVA of receptors by agonists or antagonists and post hoc Tukey’s or Sidak’s testing for multiple comparisons.

**Figure 1—figure supplement 1.**
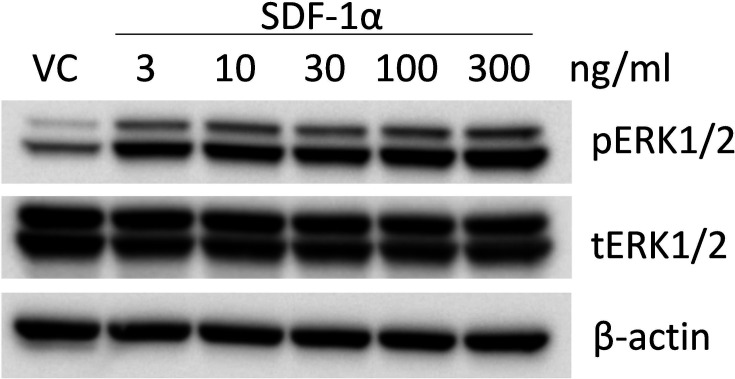
Representative immunoblots show stimulation of ACKR3 with SDF-1α-induced phosphorylation of ERK1/2 (pERK1/2, 44kDa/42kDa) compared to total ERK1/2 (tERK1/2, 44kDa/42kDa). β-Actin (43kDa) was used as a loading control. Figure 1—figure supplement 1—source data 1.Original western blots for Figure 1—figure supplement 1. Figure 1—figure supplement 1—source data 2.PDF file containing the original western blots for Figure 1—figure supplement 1, with relevant bands and experimental conditions labeled.

### EV characterization from U2OS cells

First, we evaluated native U2OS EVs isolated from the culture media using ultrafiltration followed by size exclusion chromatography (SEC). The immunoblot revealed the presence of EV surface markers, tetraspanins CD9, CD63, and CD81 (Figure 2A), in SEC fractions 7, 8, and 9. We also detected EV cytosolic markers syntenin (Kugeratski et al., 2021) and flotillin-1 in individual fractions 7–9. In addition, calnexin, an endoplasmic reticulum marker and a negative EV control, was absent in fractions 7–9 (Figure 2A). All EV markers were absent in the media control sample, which suggested that the SEC fractions 7–9 were enriched in EVs from U2OS cells. The pooled EV-enriched fractions 7–9 were assessed for vesicle shape and size by transmission electron microscopy (TEM), which revealed vesicular structures ranging from 100 to 200 nm (Figure 2B, red arrows). We quantified the EV concentration and size distributions using fluorescence nanoparticle tracking analysis (f-NTA), which enhances the detection of membrane vesicles by incorporation of a fluorophore into the EV lipid membrane. The average concentration of EVs in U2OS culture supernatant was 6 × 10^9^ particles/ml (Figure 2C and D), which was significantly increased compared to the media control. Despite using EV-depleted fetal bovine serum (FBS), some residual bovine EVs, especially small-size EVs (Pham et al., 2021), remained in the media control, with an average concentration of 4.45 × 10^9^ particles/ml (Figure 2C and D). However, they did not exhibit the EV markers we examined (Figure 2A). Thus, those vesicles are most likely not derived from the host cell (Lehrich et al., 2021). Therefore, media control samples were included in all subsequent experiments to avoid any miRNA artifacts caused by serum. The size of EVs ranged from 50 to 500 nm with no significant difference in the median diameter between the media control (214±14.41 nm) and U2OS-exposed media (237±5.17 nm) (Figure 2C). We also compared the EV concentration in various GPCR agonist treatment groups with their vehicle controls. Notably, the EVs from agonist-treated samples and vehicle controls exhibited similar concentration and size, with median diameter ranging from 210 to 240 nm (Figure 2—figure supplement 1). Therefore, the pooled EV-enriched SEC fractions 7–9 were used for further miRNA assessment.

**Figure 2.**
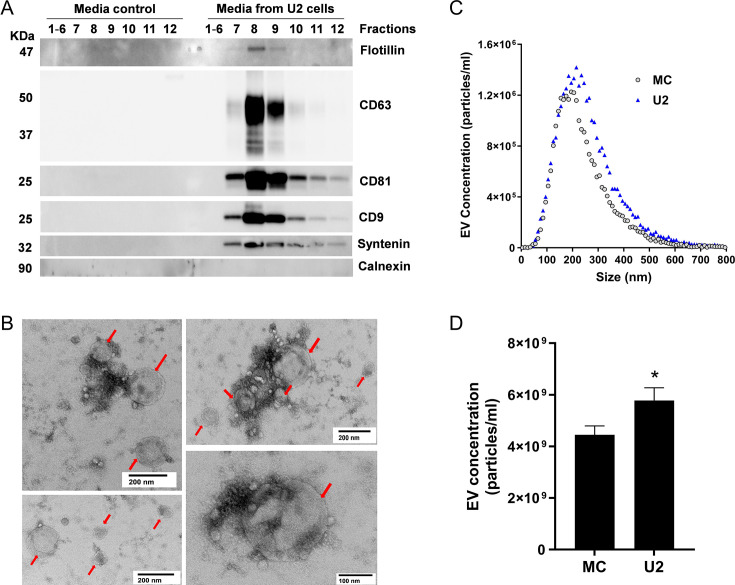
Characterization of extracellular vesicles (EVs) isolated from U2OS cell culture media. (**A**) Representative immunoblots of EVs isolated by size exclusion chromatography (SEC) from U2OS cell culture media (U2) but not from media control (MC) show detection of EV markers, including CD9, CD63, CD81, flotillin, and syntenin, in EV fractions 7–9. Endoplasmic reticulum marker, calnexin, was not detected in the EV fractions. (**B**) Representative images from transmission electron microscopy of isolated EVs (red arrows) from pooled EV-enriched fractions 7–9. (**C**) Size distribution of pooled EV fractions 7–9 isolated from MC and U2. (**D**) Quantification of pooled EV fractions 7–9 of MC and U2 measured by fluorescence nanoparticle tracking analysis (f-NTA). Data are shown as mean ± SEM, n=7–8. A Student’s t-test determined significant differences in the EV concentration between the MC and U2, *p<0.05. Figure 2—source data 1.Original western blots for Figure 2A. Figure 2—source data 2.PDF file containing the original western blots for Figure 2A, with relevant bands and experimental conditions labeled.

**Figure 2—figure supplement 1.**
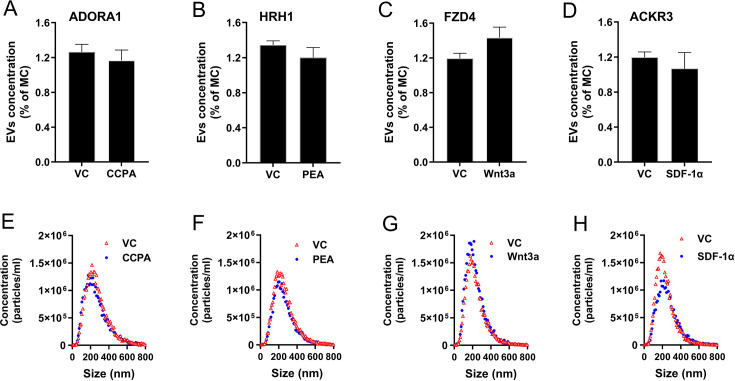
Quantification of extracellular vesicles (EVs) in U2OS media in response to receptor activation. U2OS cells were incubated with VC or a selective agonist 2-chloro-*N*^6^-cyclopentyladenosine (CCPA) (**A**), 2-pyridylethylamine dihydrochloride (PEA) (**B**), Wnt3a (**C**), or SDF-1α (**D**) for ADORA1, HRH1, FZD4, and ACKR3, respectively. EVs were isolated, and the concentration was normalized as a percentage of the media control (MC). EV size distribution following agonist or VC treatment in ADORA1 (**E**), HRH1 (**F**), FZD4 (**G**), and ACKR3 (**H**). Data are shown as mean ± SEM, n=3. A t-test determined no significant differences in EV concentration or size distribution between the VC and agonist stimulation in all G protein-coupled receptors (GPCRs), p>0.05.

### EV miRNAs differentially expressed following GPCR stimulation

We utilized high-throughput miRNA arrays to identify EV miRNA signatures following receptor activation. 

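The array data given here are those of FZD4, which was stimulated in U2OS cells, a human osteosarcoma cell line, with the recombinant ligand Wnt3a at 100 ng/ml for 24 hr. Vehicle control cells received 0.0001% human serum albumin (HSA), the carrier of Wnt3a, for 24 hr, and the media control was the untreated culture medium. Each of the 3 groups had 6 samples. The arrays of the other receptors were not analysed here. TaqMan arrays report a quantification cycle (Cq) for each assay, the PCR cycle at which its product passes a set signal, so a lower Cq stands for more miRNA and 1 cycle for up to a 2-fold difference. The authors deposited the Cq values of 416 assays, of which 413 were miRNA assays and 3 were endogenous small RNA controls (RNU44, RNU48, and U6). They also deposited ΔCq values, in which the mean Cq of 56 normalizer assays in the same sample is subtracted from each Cq. A miRNA was counted as detected at a Cq of 34 or below. By this rule, 252 to 275 miRNAs (median 263) were detected in the Wnt3a samples, 239 to 279 (median 271) in the vehicle control samples, and 133 to 172 (median 162.5) in the media control samples. The mean Cq of the normalizers was 26.2 ± 0.278 (SD, n = 6) after Wnt3a and 26.1 ± 0.424 (SD, n = 6) in the vehicle control. Samples with the same replicate number were treated as a pair, and the log2 fold change within a pair was the ΔCq of the vehicle control minus the ΔCq of the Wnt3a sample. The choices that could change the numbers are the normalizer, the Cq limit, the share of samples in which a miRNA must be detected, the filter on the media control, and the use of pairs. With 6 samples in each group, their number limits the precision of each value.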

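In the FZD4 arrays, 178 of the 239 miRNAs detected in at least 80% of the vehicle control or the Wnt3a samples also had a Cq in at least 1 media control sample. The mean Cq of the media control lay within 3.3 cycles of that of the vehicle control for 110 of these miRNAs, and 16 of the 110 had a lower mean Cq in the media control than in the vehicle control. The other 68 lay at least 3.3 cycles higher in the media control. A limit of 2 cycles in place of 3.3 left out 70 miRNAs. In total, 18 miRNAs were detected in media control samples and in none of the vehicle control or Wnt3a samples, and 0 of these were detected in at least 80% of the media control samples. Of the 36 miRNAs in Supplementary file 2, 35 could each be matched to 1 assay. All 35 had a Cq in at least 1 vehicle control sample of the FZD4 arrays, 31 of them in all 6, and 30 were detected in all 6 media control samples. The vehicle control had the lower mean Cq for 29 of the 35, and the median difference was 1.39 cycles. The limit of 3.3 cycles left out 34 of the 35.

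**Figure D1:**
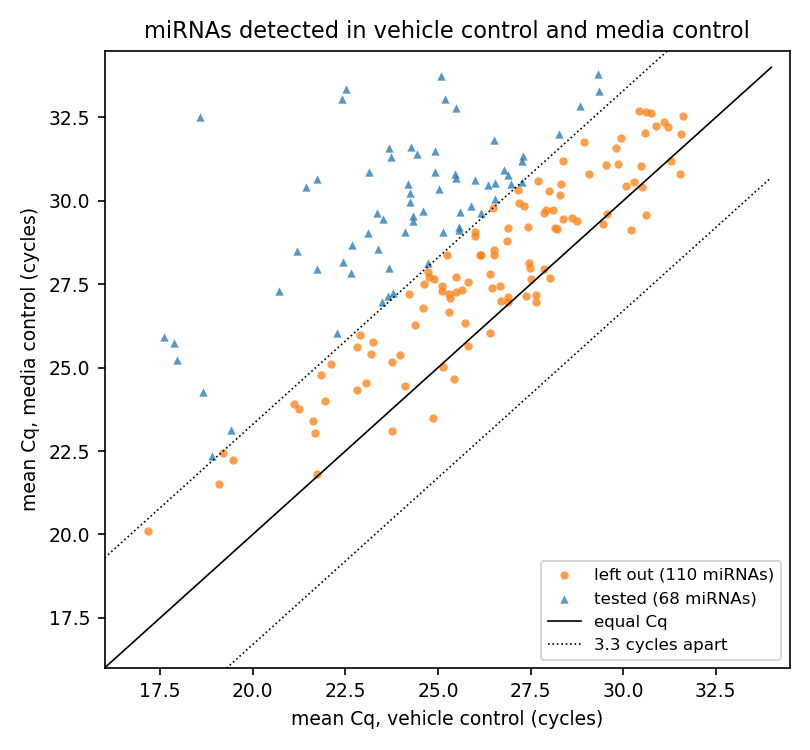
Mean Cq in the media control against mean Cq in the vehicle control (both in cycles, up to 6 samples each) for the 178 miRNAs detected in both, with each miRNA as 1 point. The 110 miRNAs left out (circles) lie between the dotted lines drawn 3.3 cycles from equal Cq, and the 68 tested miRNAs (triangles) lie above the upper line.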

To analyze the EV miRNAs from stimulated receptors and avoid any confusion posed by the miRNA content in the media from non-stimulated cells, we excluded any miRNAs that were only present in the media control (Supplementary file 2) or were changed less than 10-fold (<3.3 PCR cycles) between the media control and vehicle control. This allowed us to focus on analyzing specific receptor stimulation effects. 

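For FZD4, 129 miRNAs remained after the filter on the media control, and 61 of them had no Cq at or below 34 in any media control sample. Both samples of all 6 pairs had a value for 88 of the 129 miRNAs. Another 17 had 5 complete pairs, 10 had 4, 9 had 3, 3 had 2, and 2 had 1. The filter on the media control moved the number most, since 239 miRNAs would be tested without it. The authors' deposited table of statistics lists 88 miRNAs, and 82 of them were among the 129. Of the 6 others, 5 were detected in fewer than 80% of the samples of each group and 1 lay within 3.3 cycles of the media control. Among the 47 miRNAs tested here that are not in the authors' deposited table, 41 were detected in at least 3 media control samples.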

We identified 105 miRNAs associated with ADORA1, 92 with HRH1, 88 with FZD4, and 86 with ACKR3 that expressed in at least 80% of either vehicle control or the agonist-treated samples and underwent statistical analysis. 

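For the FZD4 arrays, the treatment effect of each miRNA was computed as the mean of its within-pair differences. Across the 88 miRNAs with 6 complete pairs, the SD of these differences had a median of 0.49 on the log2 scale and ranged from 0.18 to 2.05, while the median absolute log2 fold change of the 129 miRNAs tested was 0.22. With 2 treatments, the Skillings-Mack test depends only on how many pairs point in each direction. It gave p = 0.0143 when all 6 pairs pointed one way, where the exact sign test gives 0.0312. With 5 of 6 pairs in one direction it gave p = 0.102, against 0.219 in the exact sign test. With 2 of 2 pairs it gave p = 0.157, against 0.5 in the exact sign test. If the direction of every pair were random, 23.7% of the miRNAs would have a Skillings-Mack p-value below 0.2, which is 30.6 of the 129.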

To further narrow down our miRNA of interest after receptor stimulation, we performed differential expression testing using within-pairs linear regression and calculated p-values using a nonparametric rank-based (Skillings-Mack) test. This approach provided unbiased estimates of stimulation treatment effects. 

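After Wnt3a, 28 of the 129 miRNAs tested had a Skillings-Mack p-value below 0.2, 13 with higher and 15 with lower expression than the vehicle control. The count changed most to 0 with limma's Benjamini-Hochberg adjusted p-values, where 11 were below 0.05 before adjustment, and to 58 when replicate 3 was left out. It was 46 without replicate 1, 46 without replicate 2, and 45 without replicate 4. These counts have a higher chance level, since with 5 pairs 4 in one direction already give a Skillings-Mack p of 0.180. At random, at least 4 of 5 pairs point one way with probability 0.375, against 0.219 for at least 5 of 6. The rise thus does not by itself show the influence of a single replicate. With the median normalizer Cq of the group in place of that of the sample, 28 miRNAs below 0.2 were higher and 6 lower, with the mean of the group, chosen after the data had been seen, 8 and 23, and without normalization 6 and 32. All 6 pairs pointed in one direction for 6 miRNAs, 5 lower and 1 higher. MiR-577 was higher in 6 of 6 pairs, by 0.34 ± 0.40 (SD, n = 6 pairs) on the log2 scale. Its largest within-pair value was 1.11, in replicate 6, and without that replicate the log2 fold change was 0.19. MiR-95-3p changed by -0.50 ± 0.39 (SD, n = 6 pairs) and miR-660-5p by -0.51 ± 0.36 (SD, n = 6 pairs), both lower in 6 of 6 pairs. For each of these miRNAs the exact sign-flip permutation test (two-sided) gave p = 0.0312, the smallest p that 6 pairs allow. After Benjamini-Hochberg adjustment over the 129 miRNAs, 0 miRNAs were below 0.2, and the smallest adjusted p-value was 0.308 for the Skillings-Mack test and 0.672 for the exact sign-flip permutation test. Before adjustment, 6 miRNAs were below 0.05. Adjusted over the list alone, that is the 22 miRNAs of Supplementary file 3 for FZD4, the smallest values were 0.0787 and 0.172 by the same 2 tests, exact in the second case, and 0 were below 0.05; the list was chosen on these samples, so this is not independent evidence. Of the 28 miRNAs, 20 are in that list. Its other 2 members, miR-518e-3p and miR-564, were detected in 4 of 6 samples of each group and were not tested. Among the endogenous controls, RNU44 changed by 0.12 ± 0.39 (SD, n = 6 pairs), RNU48 by -0.085 ± 0.52 (SD, n = 6 pairs), and U6 by -0.13 ± 0.60 (SD, n = 6 pairs). RNU44 was higher in 5 of 6 pairs (Skillings-Mack p = 0.102, exact sign-flip permutation p = 0.531). An endogenous control thus passed the limit of 0.2, while RNU48 and U6 did not. RNU44 and RNU48 are themselves among the normalizers.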

We subsequently ranked the miRNAs within each receptor type by magnitude of effect and selected all miRNAs with Skillings-Mack p-value<0.2 for further investigation, emphasizing discovery power over avoidance of false positive results. Any miRNAs with absolute fold change ≥1.5 (|ΔΔCq|≥0.585) were chosen for enrichment analyses.

We directly compared the miRNA expression across each receptor. The heatmap illustrated distinct EV miRNA patterns unique to each receptor (Figure 3A). Our analysis showed that 29 miRNAs were differentially expressed in the ADORA1 group compared to its vehicle control, with 10 miRNAs demonstrating an absolute fold change greater than 1.5 (Figure 3B). Furthermore, 5 out of 10 miRNAs were observed with p<0.05 (Table 1). For the HRH1 group, 3 out of 4 differentially expressed miRNAs were found to have p<0.05 (Figure 3C and Table 1). In contrast, among the 22 differentially expressed miRNAs in the FZD4 group, 10 exhibited an absolute fold change greater than 1.5 (Figure 3D), but only one miRNA (miR-203a-3p) met the threshold of p<0.05 (Table 1). 

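In the FZD4 arrays, 10 of the 129 miRNAs tested had a Skillings-Mack p-value below 0.2 and an absolute log2 fold change of at least 0.585, 5 higher and 5 lower than the vehicle control. Of these, 8 are among the miRNAs in Supplementary file 3. The other 2, miR-34b and miR-27b#, had 2 complete pairs each and are named because they passed both thresholds, not by a rule set earlier. In all, 4 of the 10 miRNAs rested on 6 complete pairs, 2 on 5, 1 on 3, and 3 on 2. MiR-320b was higher by 0.79 ± 0.78 (SD, n = 6 pairs) in 5 of 6 pairs, with an exact sign-flip permutation p of 0.0625. Its log2 fold change fell below 0.585 without replicate 4, to 0.53, and was 0.0072 as the difference of group medians. MiR-520e-3p was higher by 0.96 ± 0.10 (SD, n = 3 pairs) in 3 of 3 pairs, where the exact permutation p of 0.25 is the smallest that 3 pairs allow. MiR-564, which was not tested because it was detected in 4 of 6 samples of each group, was higher by 1.10 ± 0.93 (SD, n = 3 pairs). Another 8 of the 129 miRNAs had an absolute log2 fold change of at least 0.585 with a p-value of 0.2 or above. Only miR-203a-3p passed 0.585 with a Skillings-Mack p-value below 0.05. Without replicate 1, 0 miRNAs did so, while 6 had a p-value below 0.05, and without replicate 3, 4 did so. The number of 10 changed most to 0 with limma's adjusted p-values and to 22 when replicate 3 was left out. With 5 pairs, 4 in one direction already pass 0.2, so the count without a replicate has a higher chance level. The exact sign test, in place of the Skillings-Mack test, left 1 of the 10 below 0.2. The paper ranks the miRNAs by the size of the effect, calls those with a Skillings-Mack p-value below 0.2 differentially expressed, and takes those with at least a 1.5-fold change forward to enrichment analysis. From the count below 0.05, the paper contrasts FZD4 with ADORA1 and HRH1 and states a similar pattern for ACKR3.

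**Figure D2:**
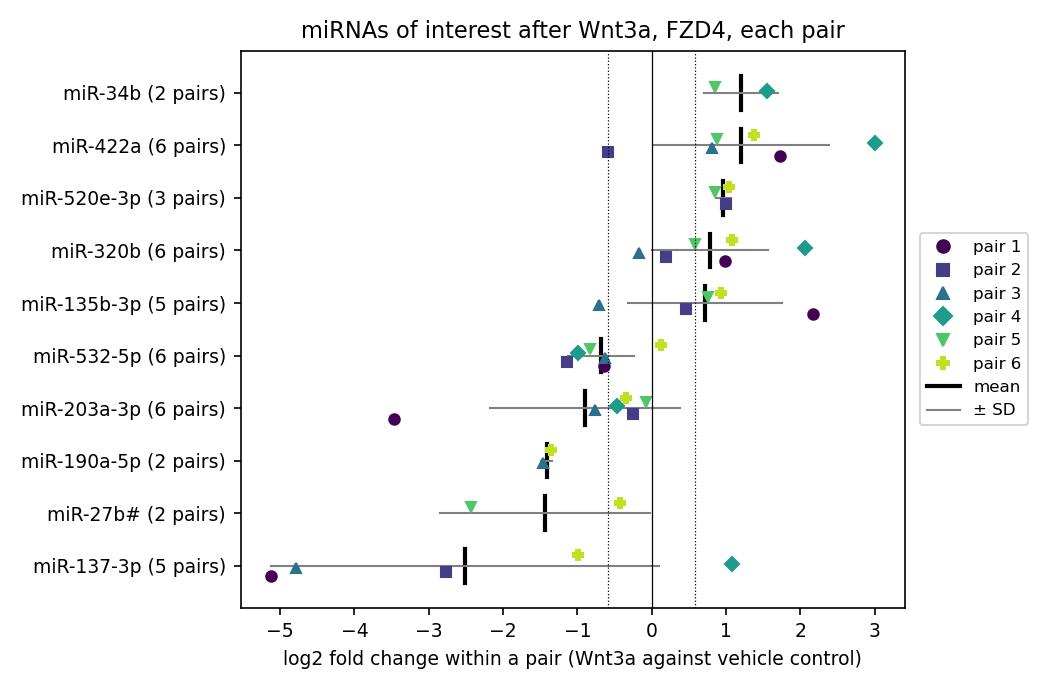
Log2 fold change of Wnt3a against vehicle control within each pair (x axis) for the 10 miRNAs past both thresholds in the FZD4 arrays, with 1 point for each complete pair, a black bar at the mean, and a grey line for ± SD. Dotted lines mark an absolute log2 fold change of 0.585. The plot shows that 3 of the miRNAs have 2 pairs, and that pair 1 of miR-203a-3p lies apart from its other pairs.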

A similar pattern was also observed in the ACKR3 group (Figure 3E and Table 1). Additionally, we further assessed the shared and non-shared changes in miRNAs with at least 1.5-fold change in either direction for each receptor (Figure 3F). We found that miR-550a-5p, miR-502-3p, miR-137, and miR-422a were the most changed miRNAs following ADORA1, HRH1, FZD4, and ACKR3 stimulation, respectively (refer to Supplementary file 3 for a complete list of all differentially expressed miRNAs of individual receptors and raw data in data availability section).

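MiR-137 (listed as miR-137-3p in Supplementary file 3) was detected in the FZD4 arrays in 5 Wnt3a samples, 6 vehicle control samples, and 0 media control samples. Its gene, MIR137, lies within the host gene MIR137HG in the RefSeq annotation of GRCh38.p14. Its mean ΔCq was 5.70 ± 1.94 (SD, n = 5) after Wnt3a and 3.99 ± 2.09 (SD, n = 6) in the vehicle control. The within-pair log2 fold changes were -5.12, -2.76, -4.79, 1.08, and -0.99 in replicates 1, 2, 3, 4, and 6, and replicate 5 had no Wnt3a value. Their mean was -2.52 ± 2.61 (SD, n = 5 pairs), the largest absolute change of the 129 miRNAs tested. Expression was lower in 4 of 5 pairs (Skillings-Mack p = 0.180, exact sign-flip permutation p = 0.188, Benjamini-Hochberg adjusted 0.660 and 0.896). Against the exact sign-flip permutation p of 0.188, which with 5 pairs cannot go below 0.0625, limma with the pair as a block gave an unadjusted p of 0.0259 (Benjamini-Hochberg adjusted 0.431). The Wnt3a samples with the largest decreases had Cq values of 33.7 and 33.8, near the limit of 34. A limit of 32 removes 3 of the 5 pairs through their Wnt3a values and leaves 2 pairs that point in opposite directions, with a mean of 0.042. With missing values set to a Cq of 34, the log2 fold change was -2.09, and the difference of group medians was -2.71. The next largest absolute log2 fold change among the 129 miRNAs was 1.43. Among the 88 of these tested miRNAs with 6 complete pairs, the largest was that of miR-422a at 1.20.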

**Figure 3.**
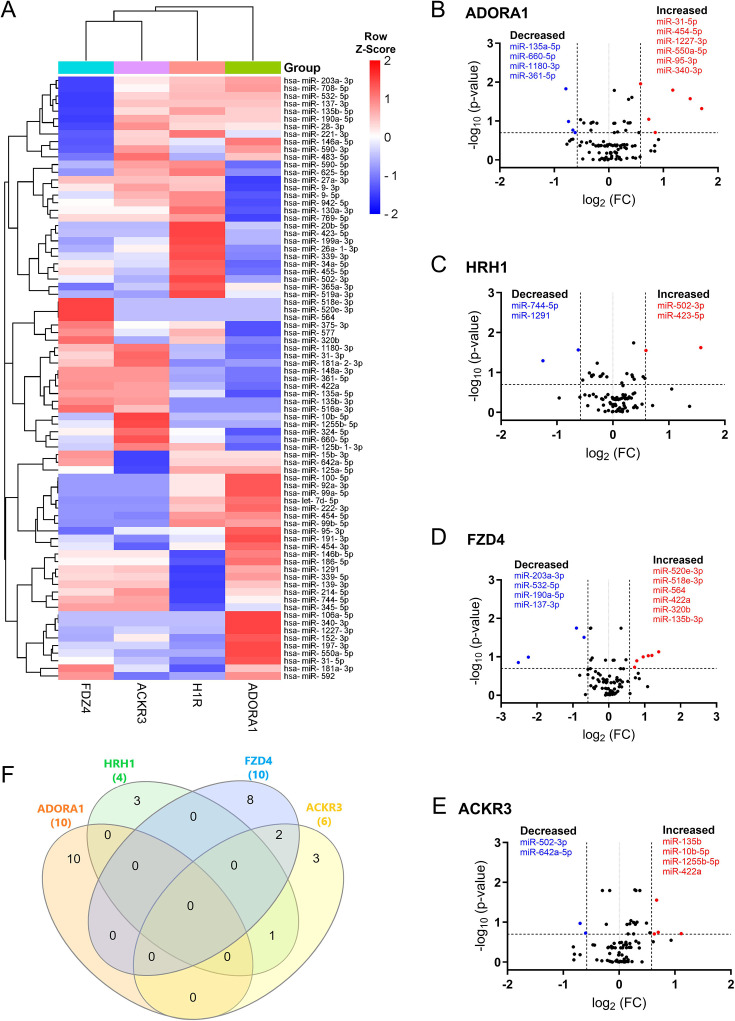
Differentially expressed extracellular vesicle (EV) microRNAs (miRNAs) in response to G protein-coupled receptor (GPCR) activation. (**A**) The heatmap shows unsupervised hierarchical clustering of miRNA expression (row) following GPCR stimulation (column). The relative abundance of miRNAs is represented in Z-score value (z-transformed fold changes); blue, below-mean expression; red, above-mean expression. (**B–E**) Volcano plots display the analysis of EV miRNAs after ADORA1 (**B**), HRH1 (**C**), FZD4 (**D**), and ACKR3 (**E**) activation. On the x-axis, the dotted line indicates miRNAs that satisfied the |log_2_ fold change|≥ 1.5 cutoff, while the dotted line on the y-axis indicates miRNA that met Skillings-Mack p-value<0.2. (**F**) Venn diagram shows the miRNAs of interest with at least 1.5-fold change across four GPCR groups following treatment. n=5–6 replicates per GPCR group.

**Figure 3—figure supplement 1.**
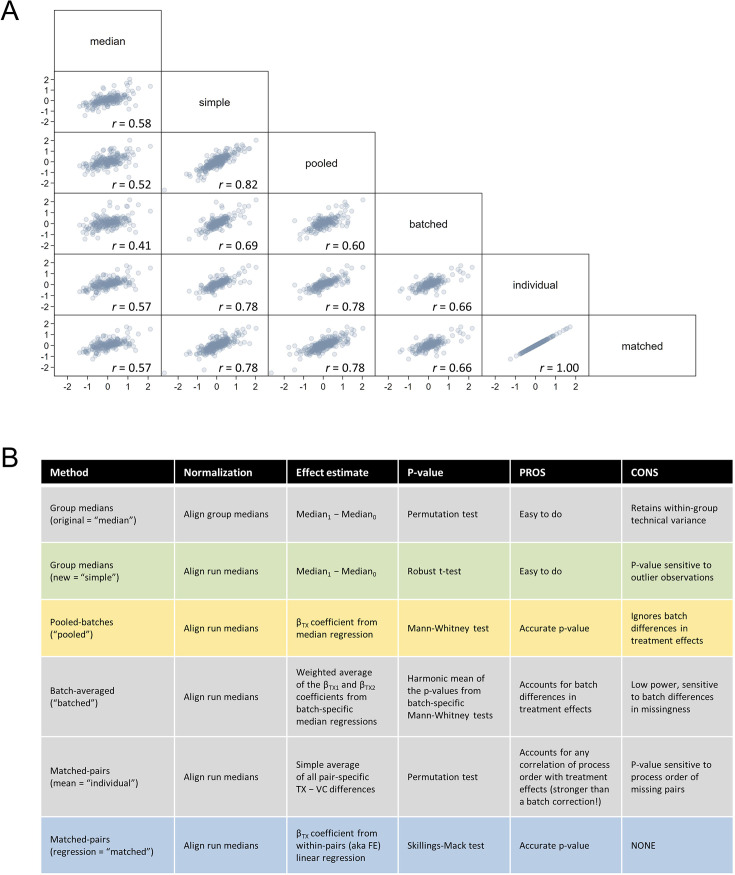
Sensitivity analysis across alternative estimates of treatment effects. (**A**) Scatterplot matrix showing pairwise concordance of alternative treatment effect estimators, including all per-microRNA (miRNA) estimates from all receptors combined, with text labels (in quotes) indexed to the table below; note that the perfect correlation in the ‘individual’ and ‘matched’ approaches is expected, and the ‘pooled’ and ‘batched’ approaches only apply to the receptors ADORA1 and H1R. All estimators not based on matched pairs demonstrate bias in the form of exaggeration of effect size on average, and estimators employing a higher degree of aggregation (either at the treatment group or batch level) show worse correlation with the unbiased matched-pairs estimator (an example of ecological bias); it is clear that process variance brings considerable risk of bias in experiments of this type, and that great care should be taken to provide adequate representation of process variance via controls across experiments. (**B**) Comparison table detailing the differences between alternative estimators, including advantages and disadvantages of each approach. Our preferred approach is ‘matched’, on both theoretical and empirical grounds. Briefly, the six combinations were: (1) treatment effect estimated as difference of group medians with permutation-based p-value; (2) difference of group medians with p-value from Welch’s robust t-test; (3) (applies to batched receptors only) treatment coefficient from median regression of pooled-batch data with p-value from the rank-based Mann-Whitney test; (4) (applies to batched receptors only) sample-weighted average of treatment coefficients from separate median regressions of data from each batch with p-value as the harmonic mean of Mann-Whitney p-values calculated separately on each batch; (5) mean matched-pairs estimator (simple average of all within-pair differences between agonist and vehicle control) with permutation-based p-value; and (6) regression matched-pairs estimator (treatment coefficient from a within-pairs linear regression) with p-value from the unbalanced-robust rank-based Skillings-Mack test. Note that (1) was the only approach where we applied group-based normalization (for all others we used run-based), and that the treatment effects in (5) and (6) are not strictly the same except in the absence of missing data, but they are operationally 100% correlated.

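For the FZD4 arrays alone, the mean absolute log2 fold change of the 129 miRNAs tested was 0.32 for the mean of within-pair differences, 0.31 for the difference of group means, and 0.31 for the difference of group medians. With the median normalizer Cq of the group as well, since the paper used group-based normalization for its first estimator, the difference of group medians gave 0.36, a setting chosen after the data had been seen. The estimates by group means and by group medians in ΔCq had a larger absolute value than the paired one for 18 and 69 of the 129 miRNAs. Across miRNAs, which are not independent replicates, the Pearson correlation with the paired estimate was 0.840 for the group means and 0.688 for the group medians, and 0.652 for the group medians with the median normalizer of the group. The sign was the same as that of the paired estimate for 121, 102, and 92 miRNAs. For the 88 miRNAs with 6 complete pairs, the paired estimate and the difference of means are equal, with a mean absolute log2 fold change of 0.24, and the group medians gave 0.25, or 0.30 with the median normalizer of the group. Without pairs, an exact permutation test over the samples gave 17 miRNAs with a p-value below 0.2 for the group means and 16 for the group medians, and 11 and 6 of these were among the 28 called with pairs.

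**Figure D3:**
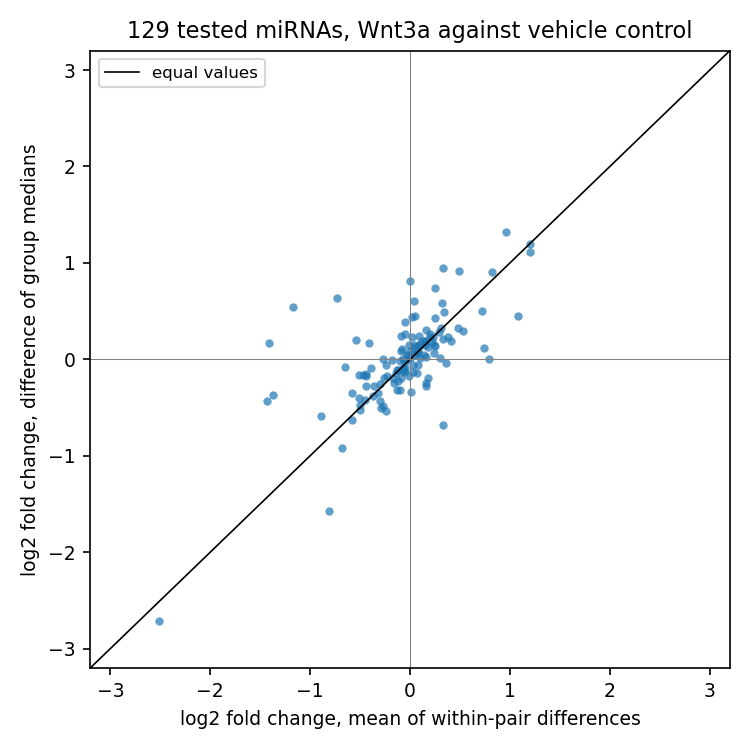
Difference of group medians in ΔCq (y axis, log2 fold change) against the mean of within-pair differences (x axis, log2 fold change) for the 129 miRNAs tested in the FZD4 arrays, with 1 point for each miRNA and a line at equal values. The signs are the same for 102 of the 129 miRNAs.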

**Table 1.** Extracellular vesicle (EV) microRNAs (miRNAs) differentially expressed in four G protein-coupled receptor (GPCR) groups. Differentially expressed miRNAs (p<0.05) were identified in each treatment group compared to its vehicle control, n=5–6 samples of each group.

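MiR-203a-3p was detected in all 12 Wnt3a and vehicle control samples of the FZD4 arrays and in 0 media control samples. Its gene, MIR203A, overlaps MIR203B in the RefSeq annotation of GRCh38.p14. The mean Cq was 26.5 ± 0.433 (SD, n = 6) after Wnt3a and 25.5 ± 1.40 (SD, n = 6) in the vehicle control. The log2 fold change was -0.90 ± 1.28 (SD, n = 6 pairs), with a standard error of 0.52. MiR-203a-3p was lower in 6 of 6 pairs (Skillings-Mack p = 0.0143, exact sign-flip permutation p = 0.0312, Benjamini-Hochberg adjusted 0.308 and 0.672). How many pairs were lower depended on the normalization. The Skillings-Mack p stayed at 0.0143 with the normalizer mean recomputed and with median normalization. It was 0.102 without normalization. With the median normalizer of the group it was above 0.2, at a log2 fold change of -0.66. The size of the change depended on replicate 1. Its within-pair log2 fold change was -3.47, while the other 5 lay between -0.76 and -0.076, and without replicate 1 the log2 fold change was -0.38. The vehicle control of replicate 1 had a Cq of 22.9, against 25.5 to 27.0 in the other vehicle control samples. The SD of 0.16 that the authors' deposited table gives for this miRNA is not a spread between replicates. Over the assays of that table it differs by at most 0.0094 from the SD of the authors' 3 estimates of the log2 fold change, which are -0.59, -0.68, and -0.90 for miR-203a-3p in the authors' deposited table.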

GPCRs	miRNAs	log_2_ (FC)	p-Value	SD of log_2_(FC)
**ADORA1**	hsa-miR-550a-5p	1.70	0.0455	0.22
	hsa-miR-1227-3p	1.49	0.0253	0.16
	hsa-miR-454-5p	1.17	0.0143	0.27
	hsa-miR-31-5p	0.58	0.0143	0.07
	hsa-miR-135a-5p	–0.79	0.0143	0.18
**HRH1**	hsa-miR-502-3p	1.57	0.025	0.26
	hsa-miR-423-5p	0.59	0.025	0.16
	hsa-miR-744-5p	–0.62	0.025	0.14
**FZD4**	hsa-miR-203a-3p	–0.90	0.0143	0.16
**ACKR3**	hsa-miR-135b-3p	0.67	0.0253	0.11

### miRNA targets and pathway predictions following GPCR stimulation

We next performed target prediction and functional annotations on all miRNAs of interest that exhibited an absolute fold change ≥1.5 (Figure 3) for each receptor. For analysis involving multiple miRNAs, we selected gene targets predicted by at least two miRNAs for functional analysis through the Kyoto Encyclopedia of Genes and Genomes (KEGG) database. Following ADORA1 stimulation, we identified 3562 miRNA predicted target genes, with 709 predicted genes targeted by at least two differentially regulated miRNAs. The top 25 enriched KEGG pathways associated with ADORA1 miRNA targets are primarily related to cell proliferation, apoptosis, and cancer (Figure 4A). After HRH1 stimulation, 357 predicted miRNA targets were selected for enrichment analysis. Many of the top predicted miRNA target enriched KEGG pathways were linked to various cancers (Figure 4B). We observed significant enrichment of FoxO and ErbB signaling (Figure 4B), which play crucial roles in angiogenesis, cell proliferation, apoptosis, and modulation of the immune response (Appert-Collin et al., 2015; Kim et al., 2022; Lam et al., 2013; Ryzhov et al., 2017) and are associated with HRH1 function (Fernández-Nogueira et al., 2018; Hatipoglu et al., 2023; Li et al., 2022). Additionally, we found that HRH1 miRNA predicted targets are enriched in endocrine and nervous system pathways. For instance, several hub genes identified in HRH1 miRNA target PPI network, such as PTEN, MYC, GSK3B, and SMAD3 (Figure 4—figure supplement 1B), are known to be involved in insulin signaling (Cheung et al., 2010; Li et al., 2020; Patel et al., 2008; Wang et al., 2022a). The most upregulated miRNA from HRH1 stimulation, miR-502-3p, was associated with multiple enriched pathways related to insulin resistance, including EGFR tyrosine kinase inhibitor resistance, AGE-RAGE signaling pathway in diabetic complications, and pancreatic cancer (Figure 4—figure supplement 2A). Overall, these findings suggest that altered miRNA expression following HRH1 activation may play a role in diabetes.

**Figure 4.**
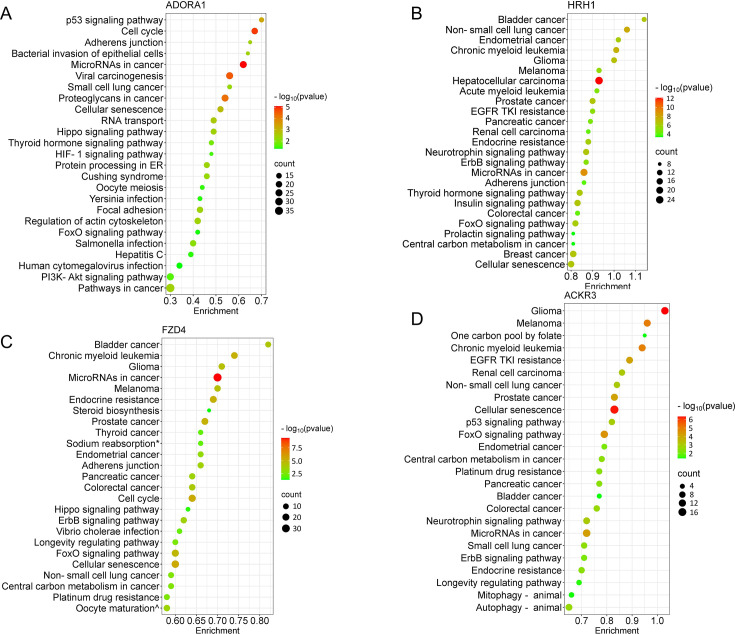
Pathway analysis of the differentially expressed extracellular vesicle (EV) microRNA (miRNA) after G protein-coupled receptor (GPCR) activation. The bubble plots show the top 25 significantly enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways for the miRNAs (≥1.5 fold change) of individual GPCR. (**A**) ADORA1, (**B**) HRH1, (**C**) FZD4, (**D**) ACKR3. The dot size represents the number of enriched gene targets, and the color shows the p-value of the enrichment. For the enrichment analysis, cutoff criteria were p-value (FDR)<0.05 and gene count >2. KEGG terms: * Endocrine and other factor-regulated calcium reabsorption, ^ Progesterone-mediated oocyte maturation.

**Figure 4—figure supplement 1.**
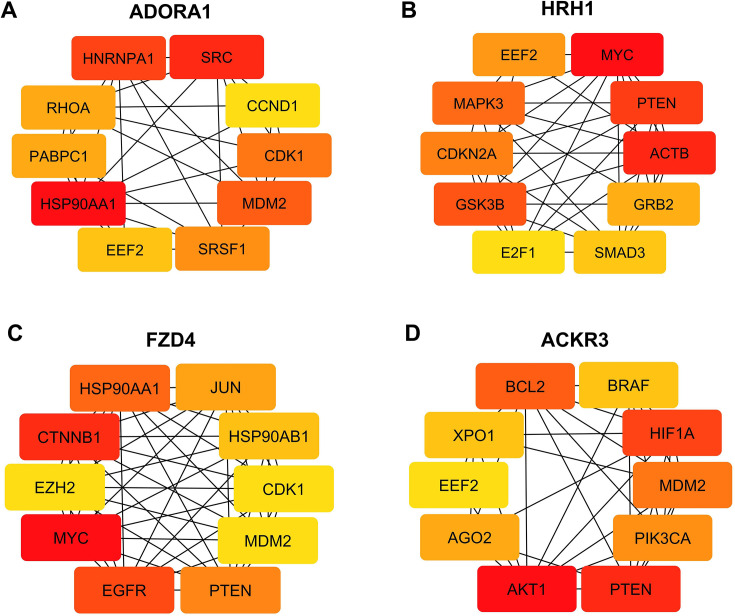
The top 10 hub genes identified in microRNA (miRNA) targets (≥1.5 fold change) PPI network.

**Figure 4—figure supplement 2.**
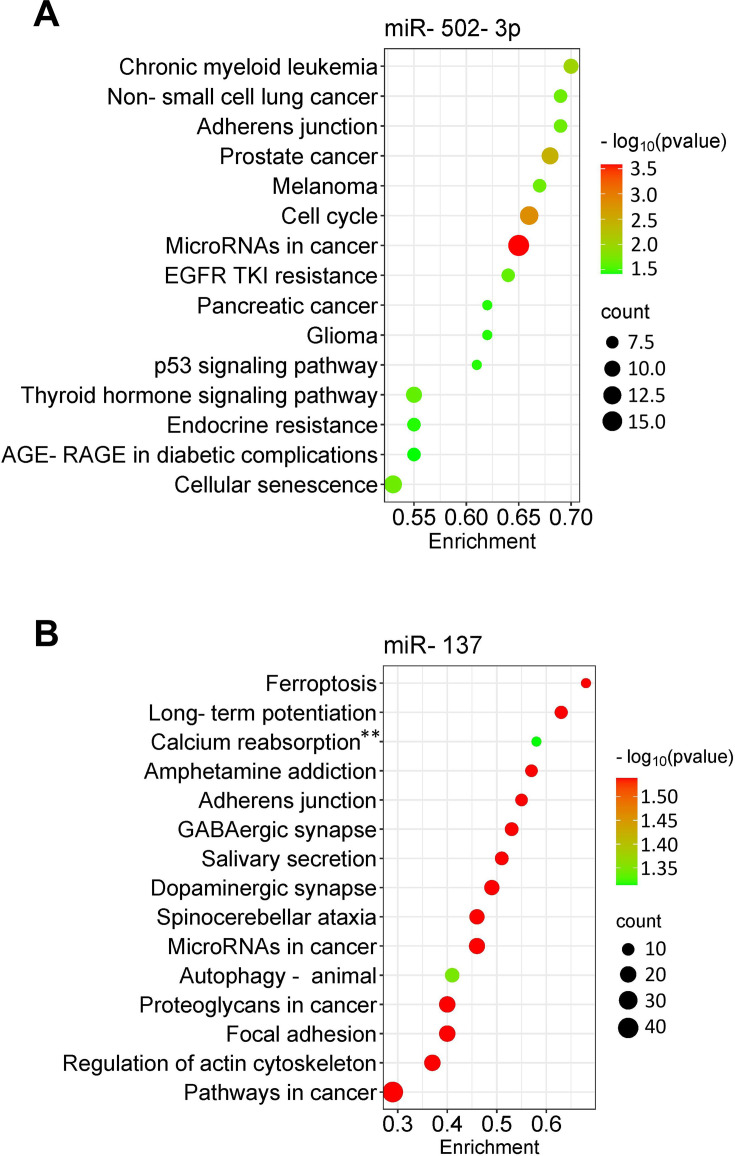
Pathway analysis of miR-502-3p and miR-137 targets. The bubble plots show the top 25 significantly enriched KEGG pathways for the targets of (**A**) miR-502-3p and (**B**) miR-137. The dot size represents the number of enriched gene targets, and the color shows the p-value of the enrichment. For the enrichment analysis, the cutoff criteria were p-value (FDR)<0.05 and gene count >2. KEGG term abbreviations: ** Aldosterone-regulated sodium reabsorption.

Generally, the miRNA targets of FZD4 were related to cancer, drug resistance, embryonic development, and aging (Figure 4C). 

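Among the miRNAs lowered in the FZD4 arrays, the decreases next to that of miR-137 were those of miR-27b#, at -1.43 ± 1.41 (SD, n = 2 pairs), and miR-190a-5p, at -1.41 ± 0.074 (SD, n = 2 pairs). MiR-190a-5p was detected in 3 Wnt3a and 5 vehicle control samples, and its decrease was lost in the difference of group medians, which was 0.16. MiR-532-5p changed by -0.69 ± 0.44 (SD, n = 6 pairs) and was lower in 5 of 6 pairs, with an exact sign-flip permutation p of 0.0625. The order of these decreases was not tested.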

The most downregulated miRNA after FZD4 stimulation, miR-137, had targets that are enriched in GABAergic and dopaminergic synapses, suggesting its role in the regulation of synaptic function (Figure 4—figure supplement 2B). Additionally, miR-137 targets were linked to substance abuse and neurodegenerative diseases (Figure 4—figure supplement 2B). MiR-135b-3p and miR-422a exhibited increased expression following FZD4 and ACKR3 activation (Figure 3D and E and Supplementary file 3). Therefore, some of the enriched pathways, including various cancer types and signaling pathways, shared similarities between two receptors (Figure 4C and D). 

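MiR-135b-3p (assay miR-135b#) was higher after Wnt3a in 4 of 5 pairs of the FZD4 arrays, with a log2 fold change of 0.72 ± 1.04 (SD, n = 5 pairs), a Skillings-Mack p of 0.180, and an exact sign-flip permutation p of 0.188. Its gene, MIR135B, overlaps LEMD1 and BLACAT1 in the RefSeq annotation of GRCh38.p14. MiR-422a was higher in 5 of 6 pairs, with a standard error of 0.48 and an SD of 1.18 between pairs, a Skillings-Mack p of 0.102, and an exact sign-flip permutation p of 0.0625. With Benjamini-Hochberg adjustment over the 129 miRNAs tested, the adjusted p-value of both was 0.660 for the Skillings-Mack test and 0.896 for the exact sign-flip permutation test. MiR-422a stayed higher under each of the 17 other settings in which single miRNAs were recomputed, and ranged from 0.84 to 1.56. Its Skillings-Mack or exact permutation p was at most 0.180 there. Those settings do not include the exact sign test, which gave p = 0.219, or limma with Benjamini-Hochberg adjustment, which gave 0.431 (0.0184 unadjusted). MiR-135b-3p stayed higher under the same 17 settings, and its p-value was above 0.2 in 6 of them. MiR-135b-3p and miR-422a were detected in 0 media control samples. The ACKR3 arrays were not analysed here.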

Alongside cancer-related pathways, several enriched pathways related to aging and neurodegenerative diseases, such as cellular senescence and autophagy, were identified as ACKR3 miRNA targets (Figure 4D). Insulin resistance-related pathways were also observed when analyzing miRNA targets following ACKR3 stimulation (Figure 4D). Note, however, that the top identified hub genes between the two receptors were distinct (Figure 4—figure supplement 1), suggesting FZD4 and ACKR3 may regulate the same cellular process through different mechanisms.

## Discussion

We hypothesized that stimulation of GPCRs can regulate the EV miRNA profile. We used a combined approach of ultrafiltration and SEC to isolate EVs from agonist-stimulated culture media, then followed up with miRNA qPCR arrays. Our findings provide evidence that within a single cell type, head-to-head comparisons of specific agonist stimulation of GPCR subclasses reveal unique EV miRNA profiles.

Although various methods exist for isolating EVs, obtaining a high yield of pure EVs with minimal contamination is challenging (Sidhom et al., 2020). Combining ultrafiltration with SEC allowed us to isolate EVs with sufficient yield and purity that are suitable for further EV miRNA characterization. We noticed the median size of EVs measured by nanoparticle tracking analysis (NTA) was larger than the size reported by TEM. While f-NTA was utilized in this study to enhance membrane vesicle detection, it may not differentiate EVs from other similar particles, such as protein aggregates and lipoproteins. This overlap could lead to overestimating the EV size and impacting the accuracy of EV detection. Furthermore, this discrepancy could be due to EV storage and freeze-thaw cycles (Gelibter et al., 2022; Görgens et al., 2022). In contrast to freshly prepared samples for TEM, EV aggregation after the freeze-thaw cycle could result in increased particle size detected by NTA. Contrary to other studies that have reported increased EV release after GPCR stimulation (Ambrose et al., 2018; Conrad et al., 2020), we did not find significant changes in either the quantity or mean diameter between vehicle control and agonist-treated samples. We postulate that our EV production results could be due to the cell type and culture conditions (Bost et al., 2022; Palviainen et al., 2019). In addition, serum vesicles are a major source of EV contamination from the cell culture media. To minimize serum-derived EVs, our cells were cultured with EV-depleted FBS, which may have a reduced ability to support cell growth (Bost et al., 2022). Therefore, different isolation methods and cell culture conditions could result in variations in EV concentrations.

Few studies have addressed GPCR activation and its stimulation of EV release in cultured cells (Alonso et al., 2011; Conrad et al., 2020; Mazzeo et al., 2016; Verweij et al., 2018), indicating that GPCR signaling can regulate EV biogenesis and release. For instance, activation of (only) muscarinic receptor type I induces multivesicular body formation and stimulates EV secretion in T lymphocytes (Alonso et al., 2011). Similarly, stimulating (only) HRH1 promotes the exocytosis of multivesicular bodies in HeLa cells (Verweij et al., 2018). Conrad et al. demonstrated that activation of multiple endogenous GPCRs stimulates EV release from trophoblasts (Conrad et al., 2020). Moreover, numerous studies have shown that the activation of GPCRs regulates the expression of individual miRNAs. For example, activation of the estrogen receptor inhibits miR-148a levels in breast cancer cells and COX-2 induces miR-526b expression through the prostaglandin receptor, which promotes breast cancer progression (Majumder et al., 2015; Tao et al., 2015). However, the aforementioned studies did not investigate EV miRNA expression after GPCR stimulation. Ambrose et al. identified released miRNA patterns that are highly correlated with specific GPCR agonists in platelets (Ambrose et al., 2018). However, their miRNA analysis used EV-rich supernatant after GPCR stimulation, which included both non-EV and EV miRNAs. Here, we focused on EV miRNA profiles following GPCR stimulation. We found many of the EV miRNAs were similar across the four GPCR subgroups, although some unique miRNAs were associated with each receptor. We identified 10 miRNAs in ADORA1, 4 miRNAs in HRH1, 10 miRNAs in FZD4, and 6 miRNAs in ACKR3 that were differentially expressed following agonist stimulation. We found that a greater number of miRNAs showed increased expression levels compared to those with decreased expression after receptor activation. The increase in miRNAs ranged from 6% to 30% more than decreased miRNAs, depending on the specific receptor group. For example, following ADORA1 activation, there were about 15% more increased than decreased miRNAs, while in the FZD4 group, there was a 6.3% higher number of increased miRNAs. Additionally, we observed a few miRNAs that exhibited more than a 1.5-fold change after each receptor activation. 

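Among the FZD4 samples, 63 of the 129 miRNAs tested had a positive and 66 a negative mean within-pair difference after Wnt3a. The difference between higher and lower was -2.33% of the miRNAs tested. The deposited ΔCq values are centred in each sample on the mean of the normalizers, and 53 of the 129 miRNAs are normalizers, so the balance of higher and lower is relative to that mean. Among the 88 miRNAs of the authors' deposited table, with values at a Cq of 34 or below, 47 were higher and 41 lower, a difference of 6.82%. The normalization moved the difference most. With the median normalizer Cq of the group in place of the value of the sample, the difference was 48.8%, and without normalization it was -33.3%. With the mean of the group, a setting chosen after the data had been seen, it was -6.98%, so the 48.8% depends on the use of the median. The medians were 26.3 after Wnt3a and 26.0 in the vehicle control, and the means 26.2 and 26.1. The sign also turned without a filter on the media control (14.6%) and without replicate 3 (9.63%). These values follow a common shift of the miRNAs, since the median log2 fold change of the 129 was -0.0055 with the deposited ΔCq values, 0.21 with the median and -0.027 with the mean of the group, and -0.13 without normalization.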

While endogenous miRNAs may be present in lower amounts in EVs, their functional significance can be considerable. Brown et al. demonstrated that a threshold concentration of miRNA is necessary to suppress target genes (Brown et al., 2007). This suggests that EV miRNAs may play a crucial role in miRNA expression in the recipient cells, helping them reach the required threshold to elicit specific effects.

Our study directly compared the stimulation of specific GPCR subclasses and the unique EV miRNA signatures that might dictate downstream Gα_i_, Gα_q_, Gα_12/13_, and β-arrestin protein cascades. G proteins transduce the extracellular signals to the appropriate downstream effectors. Multiple GPCRs can couple to the same type of G protein. One GPCR also can interact with different G proteins to trigger multiple pathways. Previous reports showed that overexpression of Gα12 can alter multiple miRNA levels (Yang et al., 2015), suggesting that G proteins may play a role in controlling miRNA expression after GPCR stimulation. Despite our result suggesting a unique miRNA signature for each receptor, it is not clear that a miRNA signature was associated with specific types of G proteins due to the limited sample size (four receptors). Future studies are necessary to resolve whether EV miRNAs are regulated by specific G proteins after GPCR stimulation.

The mechanisms by which miRNAs are sorted into EVs are not fully understood. However, several RNA-binding proteins and membrane-associated proteins have been identified that could influence this sorting process (Martins-Marques et al., 2022; Villarroya-Beltri et al., 2013; Yoon et al., 2015). Argonaute 2 (Ago2), a core component of the RNA-induced silencing complexes, binds to miRNAs and facilitates their sorting. Ago2 can be regulated by the various cellular signaling pathways (Horman et al., 2013; Jackson et al., 2022; McKenzie et al., 2016). For instance, McKenzie et al. demonstrated that KRAS-dependent activation of MEK-ERK can phosphorylate the Ago2 protein, thereby facilitating the sorting of specific miRNAs into EVs (McKenzie et al., 2016). In differentiated PC12 cells, the activation of Gαq leads to the formation of Ago2-associated granules, which selectively sequester unique transcripts (Jackson et al., 2022). Another important molecular mediator is Connexin 43, which directly binds to specific miRNAs and sorts them into EVs (Martins-Marques et al., 2022). ACKR3, one of the GPCRs we studied here, when activated by an agonist, inhibits the function of Connexin 43 (Fumagalli et al., 2020). Furthermore, ADORA1 can directly interact with the membrane protein Caveolin 1, which has an established role in EV cargo selection (Ginés et al., 2001; Lee et al., 2019). Currently, there is no consistent mechanism for miRNAs sorting into EVs across different cell types. However, GPCRs and downstream signaling can directly or indirectly interact with those proteins involved in the sorting process, which could employ distinct mechanisms to influence the EV miRNA content. Future studies exploring the role of GPCRs, G proteins, and GPCR signaling in the expression, localization, activity, and post-translational modification of molecular mediators, such as Ago2 and Connexin 43, could provide valuable insights into how GPCRs regulate specific miRNAs within EVs and potentially lead to therapeutic applications.

When we compared the predicted functional effects of EV miRNAs across the four GPCRs, we found that numerous enriched pathways were associated with human cancers. For instance, the targets of HRH1 miRNA were enriched in colorectal cancer, breast cancer, and melanoma, which were consistent with previous findings (Li et al., 2022; Park et al., 2023; Shi et al., 2019). This could be because many of the predicted miRNA targets that are involved in a wide range of cellular activities, such as cell proliferation, differentiation, migration, and apoptosis, that contribute to cancer initiation, progression, and metastasis (Evan and Vousden, 2001; Matthews et al., 2022; Pfeffer and Singh, 2018). Additionally, the top hub genes identified in the PPI network of FZD4 miRNA targets, including MYC, EGFR, MDM2, and CDK1 (Figure 4—figure supplement 1C), were also involved in many aspects of cancer progression (Gabay et al., 2014; Oliner et al., 2016; Sigismund et al., 2018; Wang et al., 2023). This finding may contribute to understanding the mechanism of GPCR activities in cancer progression and to the development of new pharmacotherapies.

Moreover, our data revealed functional differences among the four GPCRs. When we compared the differentially expressed miRNAs and their predicted pathways across four GPCRs, we found ADORA1 had a unique set of miRNAs that did not overlap with the other three GPCRs. Three significantly altered ADORA1 miRNAs, miR-135a-5p, miR-31-5p, and miR-454-3p, are associated with cardioprotection (Chen et al., 2022; Liu et al., 2024; Wang et al., 2021; Zhao et al., 2024), supporting the established role of ADORA1 in the protection of cardiomyocytes during ischemia (Crawford et al., 2005; Reichelt et al., 2005). We observed that several insulin-resistant pathways were enriched among the targets of HRH1 miRNAs. The two significantly elevated HRH1 miRNAs, miR-502-3p and miR-423-5p, affect glucose metabolism (Liu et al., 2023; Montastier et al., 2019; Yang et al., 2017). Notably, miR-423-5p has been identified as a potential biomarker of severe obesity (Ortega et al., 2013). Consistent with previous studies (Shi et al., 2019; Wang et al., 2010), our findings indicate that HRH1 may play a role in regulating insulin sensitivity. MiR-137 and miR-518e-3p were solely expressed in EVs from cells treated with FZD4 agonist, and not after activation of other receptors, suggesting they may serve as unique signatures of FZD4 activation. 

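In the FZD4 arrays, miR-518e-3p had a Cq at or below 34 in 4 of 6 Wnt3a samples, 4 of 6 vehicle control samples, and 0 of 6 media control samples. MiR-137 was found in every vehicle control sample as well as in 5 of 6 Wnt3a samples. The mean Cq of miR-518e-3p was 29.3 ± 1.03 (SD, n = 4) after Wnt3a and 30.2 ± 0.458 (SD, n = 4) in the vehicle control. Its log2 fold change was 1.39 ± 0.80 (SD, n = 3 pairs), higher in 3 of 3 pairs, and the exact sign-flip permutation p was 0.25. EVs from cells treated with agonists of the other receptors were not analysed here.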

Interestingly, genome-wide association and proteomic studies have implicated the *MIR137* host gene, and the mRNA targets of miR-137 are risk genes for schizophrenia (Palumbo et al., 2023; Ripke et al., 2014). Although the FZD activation mechanism and FZD-G protein interaction are still not fully understood (Arthofer et al., 2016; Strakova et al., 2017; Zhang et al., 2024), this study could lead to the identification of new miRNA targets for GPCR activation and post-transcriptional mRNA gene targets as a downstream effector for rational drug design. The predicted pathways for ACKR3 miRNA indicated that 9 of the top 25 significantly enriched pathways were associated with aging and neurodegenerative diseases. Cell senescence, which is a permanent cell growth arrest and linked to aging and several neurodegenerative disorders (Kritsilis et al., 2018; Papadopoulos et al., 2020; Suelves et al., 2023), was observed with the highest gene count among those pathways. Additionally, miR-135b, the only significantly increased ACKR3 miRNA, promotes hippocampal cell proliferation and enhances learning and memory by affecting the rate-limiting enzyme for β-amyloid production. miR-135b is significantly reduced in the peripheral blood of Alzheimer’s disease patients (Zhang et al., 2016). GPCRs play a significant role in various diseases through different mechanisms of action. Our study suggests that the alteration of specific miRNA expression following GPCR activation by pharmacotherapies may introduce a new mechanism through which GPCRs regulate extracellular events by modulating the expression of miRNAs in EVs.

This study highlights the novel mechanism of EV miRNA content regulated by GPCRs. However, there are limitations in the current study. The EVs used for miRNA analysis are a heterogeneous population of various but similar sizes and may originate from different biogenesis pathways and exhibit distinct biological functions. GPCR agonists (or vehicles) may stimulate production of different subclasses of the EVs, such as exomeres, exosomes, or even microvesicles, and affect their content. Further experiments with optimized isolation methods are needed to investigate changes in EV subpopulations and miRNAs regulated by GPCRs. U2OS cells expressing endogenous GPCRs were used as a model to explore EV miRNA profiles. Thus, the differentially expressed miRNAs detected in the current study could be cell-type specific. EV content and miRNA expression could vary by cell type and culture conditions. Further research should investigate EV miRNA expression changes after receptor stimulation across different cell lines, particularly those related to diseases. For example, MDA-MB-231 is a breast cancer cell line that expresses several GPCRs, including adenosine, histamine, adhesion, and chemokine receptors (Panjehpour et al., 2005; Park et al., 2023; Sarmoko et al., 2025). Utilizing this cell line could provide valuable insights into the EV miRNA pattern associated with breast cancer in response to GPCR stimulation.

In this exploratory study, we used bioinformatics to predict the target genes and enriched pathways of the differentially expressed miRNAs following GPCR activation. While computational analyses can effectively identify potential miRNA targets, future research needs to focus on validating these candidates. For instance, the pathways enriched for miR-137, the most decreased miRNA following frizzled receptor activation, were found to be involved in GABAergic synapses, dopaminergic synapses, long-term potentiation, and autophagy (Figure 4—figure supplement 2B). These enriched pathways are essential for nerve activity and synaptic plasticity, which is consistent with the crucial role of FZD4 in brain development (Zhang et al., 2017; Zhang et al., 2023). Notably, an independent study from our laboratory confirmed that the delivery of miR-137 regulates synaptic proteins in both neuronal cell cultures and the mouse frontal cortex (Palumbo et al., 2023), which demonstrates the biological effect of miR-137 and its gene targets, aligning with our pathway prediction. Our study might illustrate a potential pathway for miRNAs and their targets in response to various stimuli. Future directions should aim to validate the top differentially expressed miRNAs identified after each GPCR activation and assess their gene targets in cellular contexts. Additionally, using proteomics to evaluate the molecular changes in an in vivo model following miRNA delivery will help enhance our understanding of the underlying mechanisms and explore the functional implications for clinical relevance.

In summary, we characterized EV miRNA profiles from U2OS cells after stimulation of specific GPCR subclasses with selective agonists (Figure 5). We identified unique EV miRNA signatures resulting from GPCR subtype activation. The functional analyses revealed that the predicted gene targets of the EV miRNAs were enriched in distinct metabolic pathways, including physiological and pathological states of cell function. This study offers a novel biological mechanism, EV miRNA content regulation by stimulated GPCRs, and provides insight for future studies of drug-receptor interactions, including unwanted and unintended effects.

**Figure 5.**
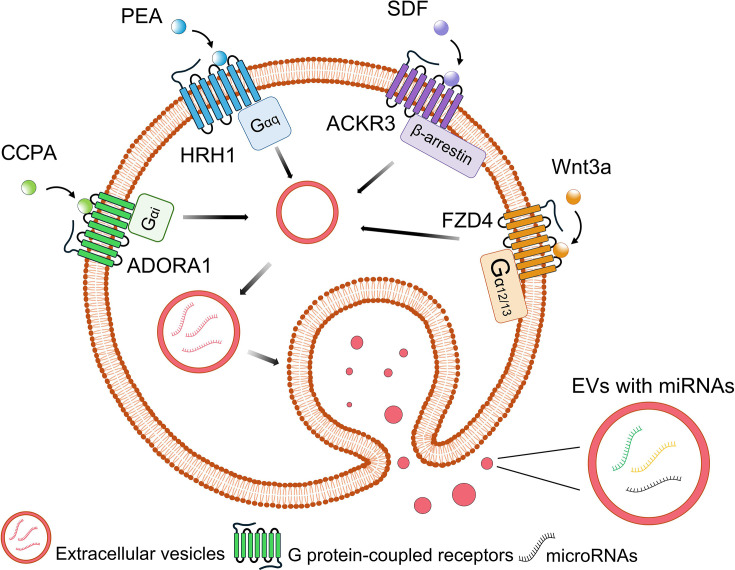
Stimulation of G protein-coupled receptors (GPCRs) activates extracellular vesicle (EV) microRNA signatures.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Cell line (*Homo sapiens*)	U2OS (epithelial, osteosarcoma)	ATCC	HTB-96 RRID:CVCL_0042	
Antibody	Rabbit polyclonal anti-Flotillin1	Abcam	Ab41927 RRID:AB_941621	1:1000
Antibody	Rabbit monoclonal anti-Syntenin	Abcam	Ab133267 RRID:AB_11160262	1:1000
Antibody	Mouse monoclonal anti-CD63	Santa Cruz Biotechnology	sc-5275 RRID:AB_627877	1:1000
Antibody	Mouse monoclonal anti-CD81	Santa Cruz Biotechnology	sc-166029 RRID:AB_2275892	1:500
Antibody	Rabbit polyclonal anti-CD9	Abcam	ab223052 RRID:AB_2922392	1:1000
Antibody	Rabbit polyclonal anti-calnexin	Abcam	ab22595 RRID:AB_2069006	1:1000
Antibody	Rabbit monoclonal anti-phospho-ERK1/2 (pERK1/2)	Millipore	05-797R RRID:AB_1587016	1:1000
Antibody	Rabbit polyclonal anti-p44/42 MAPK (total ERK1/2)	Cell Signaling Technology	9102 RRID:AB_330744	1:1000
Antibody	Mouse monoclonal anti-β-actin	Santa Cruz Biotechnology	sc-69879 RRID:AB_1119529	1:1000
Sequence-based reagent	Megaplex RT primer human pool set v3.0	Thermo Fisher Scientific	4444750	
Sequence-based reagent	Megaplex PreAmp primers human pool set v3.0	Thermo Fisher Scientific	4444748	
Sequence-based reagent	TaqMan Array Human MicroRNA A+B Card Set v3.0	Thermo Fisher Scientific	4444913	
Peptide, recombinant protein	Human recombinant SDF-1α	MilliporeSigma	GF344	
Peptide, recombinant protein	Human recombinant Wnt3a	MilliporeSigma	H17001	
Commercial assay or kit	cAMP EIA kit	Cayman Chemical	581001 RRID:AB_3095671	
Commercial assay or kit	ALP assay kit	Abcam	ab83369	
Commercial assay or kit	Cisbio IP-1 Elisa kit	Revvity	72IP1PEA RRID:AB_2904131	
Commercial assay or kit	MagMax mirVana total RNA isolation kit	Applied Biosystems, Thermo Fisher Scientific	A27828	
Commercial assay or kit	Qubit miRNA assay kit	Thermo Fisher Scientific	Q32880	
Chemical compound, drug	Di8-ANEPPS	Thermo Fisher Scientific	D3167	
Chemical compound, drug	Fluronic F-127	Thermo Fisher Scientific	P3000MP	
Chemical compound, drug	2-Chloro-*N*^6^-cyclopentyladenosine (CCPA)	Tocris Bioscience	1705 CAS:37739-05-2	
Chemical compound, drug	8-Cyclopentyl-1,3-dipropylxanthine (DPCPX)	Tocris Bioscience	0439 CAS:102146-07-6	
Chemical compound, drug	2-Pyridylethylamine dihydrochloride	Tocris Bioscience	2478 CAS:3343-39-3	
Chemical compound, drug	Cetirizine dihydrochloride	Tocris Bioscience	2577 CAS:83881-52-1	
Software, algorithm	GraphPad Prism software version 10	GraphPad Software Inc	RRID:SCR_002798	
Software, algorithm	String (v12.0)	http://string.embl.de/	RRID:SCR_005223	
Software, algorithm	Gene Ontology	http://www.geneontology.org/	RRID:SCR_002811	
Software, algorithm	SR plot web service	https://www.bioinformatics.com.cn/srplot	RRID:SCR_025904	
Software, algorithm	miRNet online web service v2.0	http://www.mirnet.ca	RRID:SCR_024567	
Software, algorithm	CytoScape software (v3.10.1)	https://cytoscape.org	RRID:SCR_003032	

### Drugs and reagents

CCPA, the selective adenosine A_1_ receptor agonist, and adenosine A_1_ receptor antagonist, DPCPX, were obtained from Tocris Bioscience (Minneapolis, MN, USA). PEA, the agonist of the histamine H_1_ receptor, and cetirizine dihydrochloride, the antagonist of H_1_ receptor, were obtained from Tocris Bioscience (Minneapolis, MN, USA). CCPA and DPCPX were diluted in DMSO, then subsequently diluted in the cell culture medium with a final DMSO concentration of 0.01%. Both PEA and cetirizine dihydrochloride were diluted in water. Human recombinant Wnt3a protein and SDF-1α were obtained from Sigma (Burlington, MA, USA). Wnt3a and SDF-1α were reconstituted to 100 μg/ml in sterile 1× PBS containing 0.1% human serum albumin (HSA) at 100 μg/ml. Wnt3a and SDF-1α were subsequently diluted in the cell culture medium with a final HSA concentration of 0.0001%. Gibco exosome-depleted FBS was purchased from Thermo Fisher (A2720801, Thermo Fisher Scientific, Waltham, MA, USA). Then, the FBS was further charcoal-stripped to remove the potential GPCR agonists in the serum.

### Cell culture

U2OS cells purchased from ATCC (Cat. No. HTB-96) were authenticated using STR profiling and tested negative for mycoplasma contamination. Cells were grown in McCoy 5A medium (16600082, Gibco, Thermo Fisher Scientific) supplemented with 10% fetal clone serum (FCS) and 1% penicillin and streptomycin and maintained in a humidified incubator with 10% CO_2_ according to ATCC instructions. For EV isolation, cells were plated at 6 × 10^6^ in a 15 cm culture dish 2 days before the experiment. On the day of the experiment, cells were rinsed with 1× PBS, then treated with agonists or vehicle control in the medium containing 10% EV-depleted and charcoal-stripped FBS. The treatments were left on for 24 hr before medium collection for EV isolation. Four 15 cm plates with a total medium volume of 55 ml of each condition were used for EV isolation.

### cAMP accumulation assay

U2OS cells were plated at 4 × 10^5^/well in the 24-well plate 2 days before the assay. One day before the assay, cells were switched to the culture medium containing 10% charcoal-stripped FCS and incubated overnight. The assay procedure and buffer are as previously described (Watts et al., 1998). CCPA (10^–9^ to 10^–4^) was added to the cells, and the plates were incubated for 20 min at 37°C in a humidified incubator with 5% CO_2_. For the experiment with the antagonist, DPCPX (5 μM) was added to the cells and preincubated for 10 min before CCPA addition. cAMP accumulation was measured using a cAMP EIA kit from Cayman Chemical (581001, Ann Arbor, MI, USA), according to the manufacturer’s instructions. All the experiments were conducted with three biological repeats, each performed with duplicated determinants.

### Inositol monophosphate formation

U2OS cells were plated at 4 × 10^5^/well in the 24-well plate 1 day before the assay in the culture medium containing 10% charcoal-stripped FCS. The next day, cells were starved with plain McCoy 5A medium for 1 hr before the assay. Cells were preincubated with stimulation buffer for 10 min before agonist addition. Pyridylethylamine (10^–8^ to 10^–3^) was added to the cells, and the plates were incubated for 60 min at 37°C in a humidified incubator with 5% CO_2_. For the experiment with the antagonist, cetirizine (1 μM) was preincubated for 10 min before agonist addition. The accumulation of inositol monophosphate was measured using the Cisbio IP-1 Elisa kit (72IP1PEA, Revvity, Waltham, MA, USA) as described previously (Eshleman et al., 2013). All the experiments were conducted with three independent repeats, each performed with duplicate determinants.

### ALP assay

U2OS cells were seeded at 4 × 10^5^/well in the 12-well plate 1 day before the agonist treatment. Cells were treated with vehicle control (HSA) or various doses of Wnt3a diluted in cell culture medium and incubated for 24 hr. On the day of the assay, cells were rinsed with ice-cold 1× PBS and kept on the wet ice all the time. Cells were scraped and collected with 100 µl assay buffer/well, then transferred to microcentrifuge tubes. The cell suspensions were homogenized for 15–20 s with the micro pestle homogenizer. The lysates were centrifuged 13,000×*g* for 20 min at 4°C to remove insoluble material. ALP activity was measured using the ALP assay kit (ab83369, Abcam, Waltham, MA, USA). Briefly, 80 µl of cell lysate aliquot/well was mixed with kit reagent, then the plate was incubated at 25°C for 60 min. 10 µl of cell lysate was used to measure total protein concentration, which is used to normalize the enzyme activity. All the experiments were conducted with three independent repeats, each performed with duplicate determinants.

### EV isolation by SEC

To determine which fractions are EV-enriched, 30 ml of the medium control (plain medium with 10% EV-depleted FBS) and 30 ml of the conditioned medium from two 15 cm plates of U2OS cells incubated for 24 hr were collected and centrifuged at 300×*g* at 4°C for 15 min to remove cells and cell debris. The EV isolation methods were adapted from Benedikter et al., 2017. The EV characterization followed the Minimal Information for Studies of Extracellular Vesicles (MISEV) 2023 guidelines (Welsh et al., 2024). The supernatants were collected and centrifuged at 4000×*g* at 4°C for 15 min to further remove cell debris. After the second spin, the supernatants were passed through a 0.22 µM Millipore Steriflip filter (Burlington, MA, USA). Then, media were loaded on a 2% Tween precoated Amicon Ultra-15 centrifugal filter unit with Ultracel-10 membrane (MWCO = 10 kDa, Millipore, Burlington, MA, USA). The media were concentrated to ~550 µl by repeated centrifugation (4000×*g*) at 4°C. The concentrated media were fractionated by using SEC (Izon qEV Original/35 nM, IZON Science, Medford, MA, USA) according to the manufacturer’s instructions. Briefly, 500 µl of concentrated media were loaded to the qEV column. 12 fractions of 0.5 ml each eluted with 1× PBS (0.1 uM filtered) were collected. Individual fractions were concentrated with Microcon-30 kDa Centrifugal Filters (Millipore, Burlington, MA, USA) to a final volume of 70 µl and stored at –80°C for immunoblot.

For further miRNA assessment, 60 ml of conditioned media pooled from four 15 cm plates per condition were harvested after 24 hr incubation of U2OS cells with agonists or vehicle control. For each GPCR, the experiments included 6 replicates of the agonist treatment group, 6 replicates of vehicle control, and 6–8 replicates of media control. The EV-enriched fractions 7, 8, and 9 (with a total volume of 1.5 ml) were pooled for TEM, NTA, and total RNA isolation. Pooled fractions were aliquoted and stored at –80°C until processed. Fractions used for TEM were stored at 4°C.

### Immunoblotting

To evaluate the EV-enriched SEC fractions, 500 µl of void (pooled fractions 1–6) and individual fractions 7–12 were concentrated with Microcon-30 kDa Centrifugal Filters (Millipore, Burlington, MA, USA) to a final volume of 70 µl. Due to the undetectable protein amount in the concentrated fractions, an equal volume (30 µl) for each fraction was subjected to SDS-PAGE through 12% polyacrylamide gels and transferred to polyvinylidene fluoride membranes (Bio-Rad, Hercules CA, USA). Membranes were blocked with 5% non-fat dry milk in TBST at room temperature for 30 min, and then subsequently incubated at 4°C overnight with rabbit anti-flotillin (1:1000, ab41927, Abcam, Waltham, MA, USA), rabbit anti-syntenin (1:1000, ab133267, Abcam, Waltham, MA, USA), mouse anti-CD63 (1: 1000, sc-5275, Santa Cruz Biotechnology), mouse anti-CD81 (1:500, sc-166029, Santa Cruz Biotechnology), rabbit anti-CD9 (1: 1000, ab223052, Abcam, Waltham, MA, USA), rabbit anti-calnexin (1:1000, ab22595, Abcam, Waltham, MA, USA). The immunoblots were rinsed and incubated with HRP-conjugated secondary antibodies. Immune complexes were visualized by chemiluminescence and analyzed using Bio-Rad ChemiDoc Imager. Bands were analyzed by densitometry using Bio-Rad Image Lab software.

For the ACKR3 functional assay, cell lysates with a total of 15 µg protein of each condition were loaded into the gel. The immunoblots were incubated overnight with rabbit anti-pERK1/2 (1:1000, 05-797R, MilliporeSigma, Burlington MA, USA), rabbit anti-tERK1/2 (1:1000, 9102, Cell Signaling Technology, Danvers MA, USA), and mouse anti-β-actin (1:1000, sc-69879, Santa Cruz Biotechnology, Dallas, TX, USA). β-Actin was used as an internal control.

### TEM of EVs

15 µl of EV pooled fractions 7–9 were mixed with 5 µl of 16% paraformaldehyde and kept on the wet ice until processed. 5 µl of EV preparations were deposited and incubated for 3 min onto glow-discharged copper grids (Ted Pella 01822-F). After this incubation period, the grids were rinsed for 15 s in distilled water, wicked on Whatman filter paper #1, and then stained for 3 min in freshly prepared 1% (wt/vol) aqueous uranyl acetate. Grids were then wicked with filter paper and air-dried. Samples containing EVs were imaged at 120 kV on a FEI Tecnai Spirit TEM system. Images were acquired on an Advanced Microscopy Techniques (AMT) Nanosprint12 cMOS 12-megapixel camera system as tiff files.

### Fluorescence nanoparticle tracking analysis

SEC EVs (pooled void volume fractions 1–6 and pooled EV enriched fractions 7–9) from controlled media and media from U2OS cells were analyzed for particle concentration and size by ZetaView nanoparticle tracking analyzer (Particle Metrix, Ammersee, Germany) as described by the manufacturer’s protocol. Briefly, EV samples were labeled with fluorescent membrane dye Di8-ANEPPS (D3167, Thermo Fisher Scientific, Waltham, MA, USA), staining solution (12 µM) supplemented with Fluronic F-127 (P3000MP Thermo Fisher Scientific, Waltham, MA, USA) at room temperature for 15 min. The samples were diluted at 1:200 in 0.1 µM filtered 0.1× PBS in a final volume of 1 ml for injection. Before the measurement, the instrument was calibrated with 100 nm polystyrene beads (Particle Metrix, Cat. No. 110-0020). The EV samples were recorded for 90 s at controlled room temperature. All measurements were done in triplicates. ZetaView software was used to quantify the concentration (particles/ml) and size distribution (nm) of the particles.

### EV RNA isolation and miRNA array

Pooled EV-enriched fractions (7, 8, and 9, total of 1.3 ml) were concentrated with Microcon-30 kDa Centrifugal Filters (Millipore, Burlington, MA, USA) to a final volume of 250 µl and used for EV RNA isolation. The total RNAs were isolated using MagMax mirVana total RNA isolation kit (A27828, Applied Biosystems, Thermo Fisher Scientific) according to the manufacturer’s instructions. The miRNA concentration of each sample was measured with the Qubit miRNA assay kit (Q32880, Thermo Fisher Scientific). The isolated RNA was stored at –80°C until processing. The reverse transcription and pre-amplification reactions were run as previously described (Sandau et al., 2020). Briefly, RNA (with 8–10 ng of miRNA) was reverse-transcribed using Megaplex RT primer human pool set v3.0 (4444750, Thermo Fisher Scientific) and MultiScribe Reverse Transcriptase (4311235, Thermo Fisher Scientific) according to the user guide. To increase the sensitivity of qPCR analysis for miRNA targets, cDNA was pre-amplified (14 cycles) with Megaplex PreAmp primers human pool set v3.0 (4444748, Thermo Fisher Scientific) and TaqMan PreAmp Master mix (4391128, Thermo Fisher Scientific). Before the qPCR, pre-amplified cDNA was diluted 1:1 in nuclease-free water, then mixed with TaqMan Universal Master Mix (444047, Thermo Fisher Scientific). The samples were loaded to TaqMan Array Human MicroRNA A+B Card Set v3.0 (4444913, ThermoFisher Scientific), which contains a total of 754 miRNA assays. The PCR amplification and data acquisition were carried out using the QuantStudio 12K Flex Real-Time PCR system (Thermo Fisher Scientific).

### miRNA array and analysis

MiRNA expression was analyzed using relative quantification methods as previously described (Sandau et al., 2020). The Cq value for each well, along with the amplification score (AmpScore) and Cq confidence (CqConf), was reported by ExpressionSuit Software v1.3 (Thermo Fisher). Amplifications were filtered prior to the data analysis, as follows: PCR products with Cq >34, CqConf <0.8, or AmpScore <1 were excluded and treated as missing values. 

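The deposited FZD4 arrays held 64 Cq values above 34 among 4230 values (1.51%), between 1 and 8 in each sample, and the highest was 37.4. Of these, 32 were in Wnt3a or vehicle control samples and 32 in media control samples. They were treated as missing here. In the authors' deposited table of statistics, 3 of 90 assays include such a value. Among the 22 miRNAs of Supplementary file 3 for FZD4, the limit changes miR-190a-5p alone, through a Cq of 35.1. With that value kept, a further pair with a log2 fold change of -3.89 enters, and the change of miR-190a-5p becomes -2.24 ± 1.43 (SD, n = 3 pairs). The scores for amplification and Cq confidence were not used here.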

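For FZD4, 204 miRNAs were detected in at least 80% of both the Wnt3a and the vehicle control samples, compared with 239 for at least 80% of either group. After the filter on the media control, 110 of the 204 were left for testing. By this rule, 24 miRNAs had a Skillings-Mack p-value below 0.2, and 6 of them also passed an absolute log2 fold change of 0.585. All 24 were among the 28 called with the rule on either group.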

Only expressed miRNAs meeting these criteria in more than 80% of both vehicle control and treatment group samples were accepted for further analysis. To maximize accuracy and minimize amplification variation between the A and B cards, a mean expression value calculated from qualified miRNAs pooled from both the A and B cards was used to normalize the PCR data. miRNAs chosen for calculating mean expression for endogenous background normalization had to meet the following criteria: (1) the miRNA was not expressed or was observed in less than 50% of the untreated media, (2) was consistently fully observed in all vehicle control and treated samples, and (3) for miRNAs observed at rates of less than 50% in untreated media, the Cq value of the media control was required to be >3.3 cycles different from the vehicle control. 

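For FZD4, the authors used 56 normalizer assays, 54 of them miRNAs and 2 endogenous controls (RNU44 and RNU48). All 56 were detected in all 12 Wnt3a and vehicle control samples. In the media control, 34 were not detected, 17 were detected in 1 or 2 samples, and 5 in 3 or more. The criteria, applied here to miRNAs with a Cq at or below 34, gave 48 normalizers, all 48 of them among the authors' 56. With the mean of these 48 in place of the deposited ΔCq values, 27 miRNAs had a Skillings-Mack p-value below 0.2 and 10 of these passed an absolute log2 fold change of 0.585. The deposited ΔCq values differed by at most 0.0036 from the Cq minus the mean of the 56 normalizers in the same sample. Of the 28 miRNAs called after Wnt3a, 13 are themselves normalizers.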

The mean expression Cq value of all the qualified miRNAs was calculated and used for endogenous background normalization. The ΔCq value for a miRNA was calculated as: ΔCq = Cq value of the miRNA – mean normalizer Cq value in the same group. The ΔΔCq value for a miRNA was calculated as: ΔΔCq = ΔCq for treated samples – ΔCq for vehicle control samples. The fold change (relative quantification value) for each miRNA was calculated as: 2^–ΔΔCq^. A relative quantification value >1 indicates increased miRNA expression in the treated samples compared to vehicle control, and a relative quantification value <1 indicates decreased miRNA expression in the treated samples.

### Data analysis and statistical analysis

Dose-response curves for cAMP and IP1 accumulation were analyzed by nonlinear regression. Significant differences were determined by two-way analysis of variance (ANOVA) of receptors by agonist or antagonist concentration followed by Sidak’s multiple comparison test. For the ALP accumulation and ERK1/2 activation, the significant differences were assessed by one-way ANOVA followed by Tukey’s multiple comparison test. All functional assay data were shown as mean ± SD. The statistical significance in EV concentrations was determined using Student’s t-test. Data were expressed as mean ± SEM. Data were analyzed with GraphPad Prism software v10 (GraphPad Software Inc, San Diego, CA, USA). Statistical tests were applied based on three independent replicates. p-Values<0.05 were considered significant.

To statistically evaluate the qPCR miRNA expression data, we elected to use strongly unbiased robust procedures, including matched-pairs estimators of the effect sizes and rank-based testing of associations in the interest of minimizing confounding of associations by technical causes, and then to further interrogate those results with extensive sensitivity analyses designed to probe the volatility of the conclusions depending on our choice of analytical methods. For example, as an alternative normalization procedure to relax the assumption (needed for validity of per-run normalization) of no differential measurement drift and to mitigate the run-to-run volatility of normalizer mean estimation, we considered aligning median normalizer scores by treatment group rather than explicitly adjusting qPCR runs for each sample, but observed that residual technical variance (in the aligned normalizer scores) between matched pairs was actually increased due to the complications of missing data created by quality filtering, the technical run-batching of the assay into A and B cards, varying qPCR performance of even the endogenous normalizer miRNAs across runs, and other technical factors beyond our control.

To estimate the treatment effects on miRNA and calculate robust p-values for testing of those effects, we considered six different combinations of treatment effect estimator and p-value estimator in sensitivity analyses (Figure 3—figure supplement 1); each of the approaches offers an alternative estimate of the magnitude and significance of the ΔΔCq value, varying depending on how pairs and treatment groups and batches are aggregated or disaggregated. We consider the matched-pairs estimator (Allison, 2009) of treatment effect superior to other approaches because of its strong unbiasedness even in the presence of technical confounding, and the Skillings-Mack estimator (Skillings and Mack, 1981) of the p-value superior both to naïve permutation-based (Good, 2006) or rank-based tests (Mann and Whitney, 1947) and to Welch’s robust t-test (Welch, 1947) because it explicitly accounts for imbalanced group sizes (in our case caused by missing data at the per-miRNA level).

Ranking of miRNAs within each receptor type was first performed by magnitude of treatment effect (in normalized ΔCq units), as estimated from the matched-pairs regression approach, and the ranking was then filtered by the Skillings-Mack p-value. Because of the first-in-practice exploratory nature of this study, we opted to emphasize discovery power over avoidance of false positives and thus chose a liberal cutoff of p<0.2 for selection of associated miRNAs for further investigation. Pathway enrichment and functional annotation analyses were limited to the subset of miRNAs highlighted as the most affected for each receptor; the cutoff for this was absolute fold change ≥1.5 (|ΔΔCq|≥0.585) for agonist vs. vehicle control. The log_2_ fold change, Skillings-Mack p-values, and z-transformed log_2_ fold change values (Z-score) were used to create volcano plots and hierarchical heatmaps. The hierarchical clustering in the heatmap is based on Euclidean distance. The visualizations were generated using GraphPad Prism v10 and SR plot web service (https://www.bioinformatics.com.cn/srplot).

### miRNA targets and pathway analysis

Prediction of miRNA targets was conducted using miRNet online web service v2.0 (http://www.mirnet.ca). The miRNA-target interactions were analyzed using the experimentally validated miRNA-target interaction databases: miRTarbase (v8.0) and Tarbase (v8.0). Human transcripts targeted by at least two miRNAs from each receptor were exported for further functional analysis. The target gene lists were submitted to String (v12.0) and Gene Ontology with default settings to identify pathways enriched with miRNA targets and construct PPI networks. KEGG pathway enrichment analyses and WikiPathway analyses were performed with String (v12.0) using the hypergeometric algorithm, and the statistically enriched terms were determined by Fisher’s exact test with adjusted p-value (false discovery rate)<0.05 as the threshold. To measure the enrichment effect, the pathways were sorted by log_10_(observed/expected), which is the ratio between the number of proteins in our observed network that are annotated with a term and the number of the proteins that the software expects to be annotated with the same term in a random network of the similar size. Pathways exhibiting significant changes were further visualized with bubble plots using the SR plot web service (https://www.bioinformatics.com.cn/srplot). The PPI networks constructed by String were analyzed with CytoScape software (v3.10.1). The hub genes were identified and selected using CytoHubba, a plug-in of CytoScape, according to the node degree in the PPI network.

## Data Availability

The microRNA array data is MIAME compliant and has been deposited to the Gene Expression Omnibus site: http://www.ncbi.nlm.nih.gov/geo/. GEO accession numbers: GSE270077, GSE270078, GSE270079, and GSE270080. All data needed to evaluate the conclusions in the paper are present in the paper or in Supplementary files 1–3. The following datasets were generated: ShiX PalumboMC BenwareS WiedrickJ 2025Real-time quantitative PCR analysis of extracellular vesicle miRNA from human U2OS cells culture medium [ACKR3]NCBI Gene Expression OmnibusGSE270077 ShiX PalumboMC BenwareS WiedrickJ 2025Real-time quantitative PCR analysis of extracellular vesicle miRNA from human U2OS cells culture medium [AODRA1]NCBI Gene Expression OmnibusGSE270078 ShiX PalumboMC BenwareS WiedrickJ 2025Real-time quantitative PCR analysis of extracellular vesicle miRNA from human U2OS cells culture medium [FZD4]NCBI Gene Expression OmnibusGSE270079 ShiX PalumboMC BenwareS WiedrickJ 2025Real-time quantitative PCR analysis of extracellular vesicle miRNA from human U2OS cells culture medium [HRH1]NCBI Gene Expression OmnibusGSE270080

# Supplementary material for: Specific GPCRs elicit unique extracellular vesicle miRNA array signatures
**Source:** eLife. 2026 Mar 20;14:RP107865. doi: 10.7554/eLife.107865
**Supplement:** Supplementary file 2.

| **miRNA** | **Average Ct** | **SD** |
| --- | --- | --- |
| hsa-miR-106b-5p | 25.7 | 1.4 |
| hsa-miR-126-5p | 27.0 | 0.8 |
| hsa-miR-126-3p | 24.6 | 1.1 |
| hsa-miR-127-3p | 26.4 | 0.7 |
| hsa-miR-1305 | 30.4 | 0.2 |
| hsa-miR-142-3p | 26.4 | 1.6 |
| hsa-miR-150-5p | 26.4 | 0.6 |
| hsa-miR-15b-5p | 27.8 | 1.0 |
| hsa-miR-192-5p | 28.5 | 0.8 |
| hsa-miR-194-5p | 29.6 | 0.3 |
| hsa-miR-204-5p | 28.8 | 0.5 |
| hsa-miR-215-5p | 29.0 | 0.6 |
| hsa-miR-223-3p | 23.1 | 0.9 |
| hsa-miR-25-3p | 28.0 | 0.8 |
| hsa-miR-26a-5p | 26.1 | 0.8 |
| hsa-miR-26b-5p | 29.1 | 1.0 |
| hsa-miR-27b-3p | 30.1 | 0.2 |
| hsa-miR-30b-5p | 25.0 | 0.8 |
| hsa-miR-30c-5p | 25.0 | 1.2 |
| hsa-miR-331-3p | 25.6 | 0.8 |
| hsa-miR-338-5p | 24.5 | 0.1 |
| hsa-miR-376a-3p | 28.7 | 0.5 |
| hsa-miR-378 | 28.8 | 2.6 |
| hsa-miR-409-3p | 26.9 | 1.3 |
| hsa-miR-494-3p | 28.5 | 0.9 |
| hsa-miR-505-5p | 32.3 | 0.8 |
| hsa-miR-520c-3p | 26.3 | 0.2 |
| hsa-miR-520d-3p | 25.8 | 0.9 |
| hsa-miR-539-5p | 29.2 | 1.2 |
| hsa-miR-548a-3p | 30.6 | 0.4 |
| hsa-miR-572 | 26.7 | 0.3 |
| hsa-miR-601 | 29.2 | 0.6 |
| hsa-miR-625-3p | 28.1 | 0.2 |
| hsa-miR-628-5p | 31.1 | 0.6 |
| hsa-miR-875-5p | 32.3 | 0.5 |
| hsa-miR-451a | 24.3 | 1.2 |

# Supplementary material for: Specific GPCRs elicit unique extracellular vesicle miRNA array signatures
**Source:** eLife. 2026 Mar 20;14:RP107865. doi: 10.7554/eLife.107865
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Provided in the Materials and Methods section. |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | N/A |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Provided in Materials and Methods section. |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Provided in Materials and Methods section. |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | N/A |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Provided in Materials and Methods section and figure legend. |  |
| Define whether data describe technical or biological replicates. | Provided in Materials and Methods section and figure legend. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Provided in Materials and Methods section and results section. |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Provided in Materials and Methods section, results section, figure legend and supplemental materials. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Provided in data availability section |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Provided in data availability section |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. | The EV characterization followed the Minimal Information for Studies of Extracellular Vesicles (MISEV) 2023 guidelines by reporting detailed isolation methods, protein markers, EV size, morphology, and quantity. This information was provided in the Materials and Methods and Results sections. |  |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

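EV miRNAs from U2OS cells stimulated with Wnt3a through FZD4 (6 samples, 100 ng/ml, 24 hr) were compared with those of vehicle control cells (6 samples, 0.0001% HSA, 24 hr) and with untreated medium (media control, 6 samples). The arrays of the other receptors were not used here. All 18 samples were mapped to their group and replicate number from their titles.

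The authors isolated EV RNA, reverse-transcribed and pre-amplified it, and ran it on TaqMan array cards. They deposited Cq values in PCR cycles for 416 assays in 18 samples, ΔCq values for the 12 Wnt3a and vehicle control samples (Cq minus the mean Cq of 56 normalizer assays in the same sample), and the Cq values of those normalizers. The Cq and ΔCq values are on an inverted log2-like scale. The deposited Cq values still include 64 above 34, which the methods describe as excluded. The authors also deposited a table of statistics for 90 assays. It holds 3 log2 fold changes by different estimators, their p-values, and 2 scores (a number of samples and a standard deviation), and all of these deposited values are the authors' own. The log2 fold changes and p-values by matched pairs in that table could be recomputed from the deposited ΔCq values to within 0.0055 and 0.000197, with values above 34 kept, and the table's values equal those of Supplementary file 3 for 22 of 22 miRNAs. Another 30 columns, with repeats of the Cq values and the authors' fold changes for each sample, were not used.

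From the deposited Cq and ΔCq values, the following were computed. A Cq above 34 was treated as missing. A miRNA was tested when it was detected in at least 80% of the Wnt3a or of the vehicle control samples and its mean Cq in the media control, where there was one, lay at least 3.3 cycles from that of the vehicle control. The log2 fold change was the mean of the within-pair differences in ΔCq, and the p-value came from the Skillings-Mack test (chi-square, 1 degree of freedom), with an exact two-sided sign-flip permutation test beside it. The thresholds were p below 0.2 and an absolute log2 fold change of 0.585. Benjamini-Hochberg adjustment covered the 129 miRNAs tested. Correlations across miRNAs have a permutation p from 100000 resamples. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9 were used, and limma 3.58.1 in R 4.3.3 for an alternative with the pair as a block. Gene names came from the RefSeq annotation of GRCh38.p14, in which 22 of 24 named assays matched 1 gene by symbol. No coordinates are given, since the arrays carry none.

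The pairs rest on the replicate numbers in the titles, which the authors' own deposited differences for each sample also use. The numbers were checked over the 162 miRNAs detected in all 12 samples. Deviations from the group means in samples with the same number had a correlation of 0.236 to 0.750 (mean 0.404), against a mean of -0.0809 for samples with different numbers. The second mean is no separate yardstick. Deviations cancel out within a group, which pulls it down when the first mean is positive. The numbers were taken to pair the samples because every correlation of equal numbers was positive and the authors' differences use them.

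An array has no read depth. The precision comes from 6 samples in each group and from the number of complete pairs of each miRNA, from 1 to 6. The per-miRNA statistics were tested on simulated data with the pair spreads and missing values of the 129 miRNAs. In 200 simulated sets with 20 miRNAs changed by 2 on the log2 scale, 95.4% of the changed miRNAs and 23.9% of the unchanged ones had a Skillings-Mack p-value below 0.2. A change of 2 exceeds that of every tested miRNA but miR-137, where the next largest was 1.43. The 95.4% therefore does not give the power for changes of the size found here. With no miRNA changed, 30.2 miRNAs fell below 0.2 on average, and 18 to 43 in single sets. The simulated miRNAs were independent of each other. Exchanging Wnt3a and vehicle control within the real pairs gave a wider range, 16 to 56.

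The miRNAs named were fixed by a rule written before the data were examined. The rule takes every miRNA that the paper names for FZD4 and, among the other tested miRNAs, up to 5 with the largest absolute log2 fold change and all 6 pairs in one direction, which only 2 assays met. It adds the miRNAs of interest of the other receptors and those of Supplementary file 2 as lists, and the 3 endogenous controls. Alternatives fixed at the same time were other normalizations, a Cq limit of 32, other detection and media control filters, missing values set to 34, other tests, no pairs, a 2-fold threshold, and each replicate left out in turn. The normalizer of a group is the median over its samples of their mean normalizer Cq, unless the mean is named. After the data had been seen, 6 more were added (group medians with the median normalizer of the group, the mean normalizer of the group, no Cq limit, the miRNAs of the authors' deposited table, a rule of at least 4 of 6 samples in both groups, and a normalizer without the called miRNAs). Of Supplementary file 2, miR-378 was left out because more than 1 assay carries the name.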

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

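The tests that exchange samples within pairs, the value of miR-203a-3p without replicate 1, the count of miRNAs in which the vehicle control of replicate 1 stands apart, the endogenous controls in the vehicle control of replicate 4, and the test of both strands of a precursor were chosen only after the results had been seen. The other tests were written down before their outcome was known. In all, 58 groups of 4 to 6 samples were examined for a sample far from the others, and 7 had one, where chance would give about 2.9.

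The vehicle control of replicate 1 accounts for 4 of the 7. Its ΔCq was -3.30 for miR-203a-3p, against -0.47 to 0.54 in the other 5 vehicle control samples, -3.43 for miR-483-5p, against -2.41 to -1.88, and -4.94 for the assay mmu-miR-140, against -3.61 to -2.84. It also had the fewest miRNAs detected, 239 against 269 to 279. Among the 159 other miRNAs detected in all 12 samples, 16 had a vehicle control sample apart from the others (about 7.95 would be given by chance), and this sample was the one in 5 of the 16 (exact one-sided binomial test against 1 in 6, p = 0.113; the miRNAs of a sample are not independent). Whether the sample differs in many assays therefore stays open. A lower amount of RNA would raise Cq values, whereas those of this sample for the 3 assays (22.9, 22.8, and 21.2) were the lowest of the 6 vehicle controls. Its mean normalizer Cq was 26.2, against 25.8 to 26.0 in replicates 2, 3, 5, and 6 and 27.0 in replicate 4, where 274 miRNAs were detected. What lowered the number of miRNAs detected was not tested. Without replicate 1 the log2 fold change of miR-203a-3p was -0.38, below the 1.5-fold threshold, although the other 5 pairs were lower as well. No biological explanation was tested, since the sample received vehicle only.

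The mean normalizer Cq of the vehicle control of replicate 4 was 27.0, against 25.8 to 26.2 in the other 5. Its Cq values were higher than those of the other vehicle controls by a median of 0.89 cycles over the 88 tested miRNAs with all 12 values and by 0.95 cycles over the 74 such miRNAs left out for the media control. The difference between these shifts, -0.064 cycles, lies within that of the other 5 vehicle controls (-0.20 to 0.25). Of the 3 endogenous controls, RNU44 was higher as well (Cq 26.4, against 25.2 to 25.6 in the other 5), but RNU48 (22.4, against 22.0 to 23.0) and U6 (16.7, against 16.4 to 17.4) were not. The miRNAs thus shifted together, while less RNA of every kind would have raised these 2 controls too. With 1 sample and 3 controls, that explanation stays open. No biological explanation was tested.

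The ΔCq of miR-577 in the Wnt3a sample of replicate 3 was 3.90, against 1.69 to 2.42 in the other 5. The vehicle control of the same replicate was high as well, with a Cq of 29.9 against 30.4 after Wnt3a, and the log2 fold change of that pair was 0.013. The value thus belongs to the pair and adds nothing to the treatment effect. What set the pair apart was not tested.

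The ΔCq of miR-137 in the vehicle control of replicate 5 was 8.02, against 2.20 to 3.86 in the other 5. Its Cq of 33.9 is near the limit of 34. The Wnt3a sample of that replicate had no value, so the pair does not enter the log2 fold change. Measurement near the detection limit was not tested as an explanation, because a lower Cq limit removes the Wnt3a samples that carry the decrease of miR-137. It and an effect of Wnt3a stay open.

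Both assays for miR-140, which the paper does not discuss and the authors' deposited table does not list, were lower after Wnt3a in 6 of 6 pairs. The log2 fold change was -0.44 ± 0.25 (SD, n = 6 pairs) for miR-140-3p and -0.39 ± 0.47 (SD, n = 6 pairs) for mmu-miR-140, each with an exact sign-flip permutation p of 0.0312 and a Benjamini-Hochberg adjusted value of 0.672. The size for mmu-miR-140 depended on replicate 1. Without that replicate it was -0.21, against -0.45 for miR-140-3p. The difference of group medians was -0.087 for mmu-miR-140 and -0.27 for miR-140-3p. Both assays belong to the gene MIR140, which lies within WWP2 in the RefSeq annotation of GRCh38.p14. Both were detected in all 6 media control samples, 3.89 and 5.98 cycles higher than in the vehicle control. Chance stays open. All 6 pairs pointed one way for 6 miRNAs, where 2.75 of the 88 with 6 pairs would by chance, and 4 of the 32 ways of exchanging Wnt3a and vehicle control within pairs gave as many, the real one included. An effect of the normalization and an effect of Wnt3a cannot be told apart. Both assays were lower in all 6 pairs under 2 of the 4 other normalizations set before the data were examined, and under the other 2 they were still lower on average, by -0.20 and -0.15 with the median normalizer of the group and by -0.54 and -0.50 without normalization, but in as few as 4 pairs. The 2 assays did not follow each other from pair to pair (correlation of their within-pair differences -0.0071). A change of the precursor that both strands share was also examined over 19 precursors with 2 assays. Their median correlation was -0.048, against 0.027 for random assay pairs (permutation p = 0.650), with values on both sides of 0, which leaves that explanation open.

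MiR-34b (1.20 ± 0.50, SD, n = 2 pairs) and miR-27b# (-1.43 ± 1.41, SD, n = 2 pairs) passed both thresholds but are not in the authors' deposited table. MiR-34b was detected in 5 Wnt3a and 2 vehicle control samples, and miR-27b# in 3 and 5. With 2 pairs in one direction the Skillings-Mack p is 0.157, while an exact sign-flip permutation test cannot go below 0.5. Chance is enough to give such values, since 8 of the 32 exchanges within pairs gave at least 10 miRNAs past both thresholds. Whether Wnt3a changes these miRNAs stays open.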

How the results depend on the processing

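Of the 22 miRNAs of Supplementary file 3, 18 kept their direction under all 17 settings in which single miRNAs were recomputed, and 2 (miR-422a and miR-532-5p) also kept a p-value below 0.2. The exact sign test and limma are not among the 17. For both miRNAs the exact sign test gave p = 0.219, and limma a Benjamini-Hochberg adjusted p of 0.431. Across the 27 named assays and the 17 settings, 349 of 459 values kept their direction and their side of 0.2, 100 lost a p-value below 0.2, 3 gained one, and 7 changed direction. The 7 were miR-137 (0.042 with a Cq limit of 32), miR-190a-5p (0.16 with no pairs and group medians), miR-28-3p, RNU48, and U6 (0.15, 0.16, and 0.11 with the median normalizer of the group), miR-15b-3p (from -0.023 without replicate 3 to 0.43 without replicate 4), and RNU48 (from -0.21 without replicate 2 to 0.079 without replicate 4). The median normalizer of the group moves every miRNA with 6 pairs by the same 0.24, more than the size of those 3 changes, and a Cq limit of 32 leaves 2 pairs of miR-137. The causes of the others were not tested.

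Normalization moved several results. With the median normalizer of the group, the median log2 fold change rose to 0.21, increased minus decreased miRNAs turned to 48.8%, 0 miRNAs passed both p below 0.05 and 1.5-fold (4 had p below 0.05), and the calls below 0.2 split into 28 higher and 6 lower (13 and 15 with the deposited values). Without normalization, 19 miRNAs were of interest, 5 passed the stricter pair of thresholds, the difference was -33.3%, and the split was 6 and 32. Median normalization gave 3 by the stricter thresholds. With the mean normalizer of the group, chosen after the data had been seen, the difference was -6.98% and the split 8 and 23, so the change to 48.8% depends on the median.

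With no media control filter, 239 miRNAs were tested, 52 had a p-value below 0.2, 18 were of interest, 4 passed the stricter thresholds, the difference turned to 14.6%, and the split was 32 and 20. With that filter at 2 cycles, 70 miRNAs were left out, 2 passed the stricter thresholds, and the difference turned to 2.96%. Fewer miRNAs were of interest with detection in at least 80% of both groups (6) or in all 12 samples (4), where fewer miRNAs are tested. In the latter, the correlation of absolute log2 fold change with mean Cq fell to 0.118 (p = 0.273). With missing values set to Cq 34, 16 were of interest and 2 passed the stricter thresholds.

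The exact sign test gave 6 miRNAs below 0.2 and 1 of interest. Limma with the pair as a block gave 7 by the stricter thresholds with unadjusted p-values. With Benjamini-Hochberg adjusted p-values it gave 0 below 0.2, 0 of interest, and 0 by the stricter thresholds, and 11 miRNAs had an unadjusted p-value below 0.05. With no pairs, the difference of group means gave 17 miRNAs below 0.2, 3 by the stricter thresholds, and a difference of 0.775%. Group medians gave 16, 2, and 8.53%, with 5 of interest. A 2-fold threshold gave 5 of interest and 0 by the stricter thresholds, with 6 below 0.05.

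Across the 6 fits that each left out one replicate, from 30 to 58 miRNAs had a p-value below 0.2, from 7 to 22 were of interest, from 0 to 4 passed the stricter thresholds, and the difference ranged from -11.6% to 9.63%. The extremes of 58, 22, 4, and 9.63% all came without replicate 3. The count below 0.2 was also over 1.5 times the value with all replicates without replicate 1 (46), 2 (46), or 4 (45). Without replicate 1, 0 miRNAs passed the stricter thresholds and 6 had p below 0.05, and without replicates 2, 4, and 6, 3, 3, and 2 passed them. With 5 pairs, 4 of 5 in one direction already gives a Skillings-Mack p of 0.180. For miRNAs with 6 complete pairs, leaving out any replicate therefore raises the count that chance gives. Between 130 and 140 miRNAs were tested, 108 to 120 were left out for the media control, and the correlation with mean Cq ranged from 0.292 to 0.559.

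Among the alternatives added after the data had been seen, the difference turned to 6.82% for the 88 miRNAs of the authors' deposited table and to 6.82% for the rule of at least 4 of 6 samples in both groups. The other counts of miRNAs tested, left out, with p below 0.2, of interest, or past the stricter thresholds stayed within 1.5 times their values, and the other correlations stayed positive. Under the other settings the difference stayed negative, from -14.7% (median normalization) to -1.67% (Cq limit of 32), against -2.33%. The count with p below 0.05, 6 with all replicates, was 10 with median normalization or without replicate 4, 14 with no media control filter or without replicate 3, 3 with group medians, and 2 with the mean normalizer of the group. The depth that limits these results is the number of complete pairs, since no exact test on fewer than 6 pairs can go below 0.05.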

Differences from the paper's values

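The increased minus decreased miRNAs after Wnt3a were -2.33% of the miRNAs tested, against the paper's 6.3%. The paper does not state over which miRNAs its value was taken, or whether it is a difference of shares, so the measures may not be alike. The value here rests on 63 higher and 66 lower miRNAs. Among the alternatives set before the data were examined, the sign was that of the paper with the median normalizer of the group (48.8%), no media control filter (14.6%), a media control filter at 2 cycles (2.96%), no pairs with group means (0.775%) or group medians (8.53%), and without replicate 3 (9.63%). It stayed negative with the recomputed normalizer mean, median normalization, no normalization, a Cq limit of 32, both other detection filters, and each other replicate left out. The 88 miRNAs of the authors' deposited table gave 6.82%, as did the rule of at least 4 of 6 samples in both groups, and both were chosen after the values had been seen.

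The log2 fold change of miR-190a-5p was -1.41, against the paper's -2.24. None of the alternatives set before the data were examined closed the gap. With no Cq limit, an alternative chosen after the values had been seen, it was -2.24.

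The other counts compared lay within 1.5 times the paper's values, a wide limit that unequal counts also pass. The paper's 88 miRNAs tested stand against 129 here, its 22 miRNAs with p below 0.2 against 28, its 10 of interest against 10, and its 1 with p below 0.05 and at least a 1.5-fold change against 1. Detection in all 12 samples gave 88 miRNAs tested, as did the rule of at least 4 of 6 samples in both groups, with at most 3 of 6 media control samples and no Cq limit, which was chosen after the values had been seen and shares 87 miRNAs with the authors' deposited table. That rule also gave 22 miRNAs with p below 0.2 and 10 of interest, 20 and 8 of them among those found here. MiR-518e-3p and miR-564, which the paper calls, were not tested here because of the 80% filter, and this rule and the miRNAs of the deposited table are the added settings under which they were. With p below 0.2, miR-518e-3p was also called without replicate 1, 2, or 4, and miR-564 without replicate 1, 3, or 6. The normalizer mean recomputed, the median normalizer of the group, the fit without replicate 1, and the fit without replicate 6 also gave 10 of interest. Of the paper's 22 log2 fold changes, 21 lay within 0.01 of the values here.

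The paper describes the miRNAs of its Supplementary file 2 as present in the media control only. Here all 35 that could be matched were detected in at least 1 vehicle control sample, and 31 in all 6. The paper states for all receptors combined that estimators without matched pairs exaggerate the effect on average. The paper's estimators without pairs use medians. A difference of group means equals the paired estimate by construction for the 88 miRNAs with 6 complete pairs, so it can hardly show an exaggeration. For FZD4 alone, the mean absolute log2 fold change was 0.31 for the difference of group means and 0.31 for group medians, against 0.32 with pairs. With group medians and the median normalizer of the group, a setting chosen after the values had been seen, it was 0.36, which goes in the direction the paper states.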

Other observations

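The tests by exchange of samples within pairs, apart from that of the correlation with mean Cq, were chosen after the counts of miRNAs had been seen, and the other tests before their outcome was known. Exchanging the Wnt3a and the vehicle control sample within any of the 6 pairs gives 32 ways to split the samples, the real one included, each of which parts every pair. Splits that put both samples of a pair in one group were not used.

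The numbers of miRNAs called after Wnt3a lay within the range that such exchanges give. At least 28 miRNAs with a Skillings-Mack p-value below 0.2 were found in 16 of the 32, where the counts ran from 16 to 56. At least 10 miRNAs of interest were found in 8 of the 32, where the median was 8, and at least 1 miRNA with a p-value below 0.05 and a 1.5-fold change in 25 of the 32. An absolute difference between increased and decreased miRNAs of at least 2.33% was found in 32 of the 32, since the real value was the lowest of them. The ΔCq values are centred on the normalizers, which include 53 of the 129 miRNAs. This last comparison therefore cannot show whether Wnt3a shifts the miRNAs together. If directions were random, 30.6 of the 129 miRNAs would have a p-value below 0.2, against 28 observed, and 20.7 of the 88 in the authors' deposited table, against 22 observed. These values do not exclude that single miRNAs respond to Wnt3a, since the tests concern the counts.

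The 110 miRNAs left out for the media control were compared with those tested. A Skillings-Mack p-value below 0.2 was found for 24 of them, 21.8%, against 21.7% of the 129 miRNAs tested (Fisher's exact test, p = 1). Both shares lie near the 23.7% that random directions give for the miRNAs tested, so the comparison does not bear on whether the calls depend on EV release by the cells. Of the 24, 19 were higher and 5 lower, and the cause of that split was not tested. The shares at 0.2 do not describe smaller p-values. With the filter, 6 miRNAs had a Skillings-Mack p-value below 0.05, against 14 when the miRNAs left out were tested as well. With a 1.5-fold change in addition, these counts were 1 and 4.

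The absolute log2 fold change rose with mean Cq across the 129 miRNAs (Spearman rho 0.337, permutation p = 0.00018; miRNAs are not independent replicates). The rise was not steady. The 43 miRNAs with the highest Cq, 27.7 to 32.2, held 6 of the 10 miRNAs of interest and had a median absolute log2 fold change of 0.36. The 43 with a Cq of 24.4 to 27.6 held 3, with a median of 0.15, and the 43 with the lowest Cq held 1, with a median of 0.16. A wider spread between pairs is a candidate explanation. The SD of the within-pair differences also rose with mean Cq (rho 0.480 over 124 miRNAs with at least 3 pairs, permutation p = 1e-05, the smallest that the resamples can give), and the absolute log2 fold change divided by its standard error did not (rho -0.021, p = 0.814). Fewer complete pairs at high Cq is another, since the correlation was 0.118 (permutation p = 0.273) among the 88 miRNAs detected in all 12 samples, which also span fewer low-abundance miRNAs. Among the same 88 miRNAs the SD still rose with mean Cq (rho 0.484, permutation p = 1e-05). A wider spread alone thus did not come with a clear rise of the absolute log2 fold change there. A correlation of the absolute log2 fold change with mean Cq as high as 0.337 was found in 17 of the 32 exchanges within pairs, so that correlation does not need an effect of Wnt3a.

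Of the 28 called miRNAs, 13 are among the 56 normalizers, so a change in them could shift the values of all others. With the called miRNAs left out of the normalizer, an alternative chosen after the data had been seen, 10 miRNAs were of interest, the same 10 as before, and the within-pair shift of the normalizer was at most 0.073 cycles. The number with p below 0.2 became 31, 26 of them among the 28, the number with p below 0.05 went from 6 to 5, and the difference between increased and decreased miRNAs from -2.33% to -6.98%.

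The miRNAs of interest that the paper names for the other receptors, 19 in all, were examined in the FZD4 arrays as a list. Of the 14 that were tested, 5 had a Skillings-Mack p-value below 0.2 (miR-1227-3p, miR-95-3p, miR-660-5p, miR-422a, and miR-135b-3p), all of which the paper also lists for FZD4, and the median log2 fold change was 0.16. For miR-1227-3p it was 0.33 ± 0.40 (SD, n = 5 pairs). The direction was the one the paper gives for 4 of 7 tested miRNAs of ADORA1, 1 of 3 of HRH1, and 4 of 5 of ACKR3. These counts are too small for a test of whether the receptors share a response.

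For 35 miRNAs of Supplementary file 2, the mean Cq of the 6 media control samples here and the paper's average Ct had a Spearman correlation of 0.946 across miRNAs, and a median absolute difference of 0.796 cycles. Of the 35, 10 had a Skillings-Mack p-value below 0.2 between Wnt3a and vehicle control. Among them were miR-601 (log2 fold change 1.64) and miR-520d-3p (0.82), each with a Skillings-Mack p of 0.0143. Both were left out for the media control.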
